# Injury-induced ASCL1 expression orchestrates a transitory cell state required for repair of the neonatal cerebellum

**DOI:** 10.1126/sciadv.abj1598

**Published:** 2021-12-08

**Authors:** N. Sumru Bayin, Dogukan Mizrak, Daniel N. Stephen, Zhimin Lao, Peter A. Sims, Alexandra L. Joyner

## Abstract

To understand repair processes, it is critical to identify the molecular foundations underlying progenitor diversity and plasticity. Upon injury to the neonatal cerebellum, a normally gliogenic *nestin*-expressing progenitor (NEP) in the Bergmann glia layer (BgL) undergoes adaptive reprograming to restore granule cell production. However, the cellular states and genes regulating the NEP fate switch are unknown. Using single-cell RNA sequencing and fate mapping, we defined molecular subtypes of NEPs and their lineages under homeostasis and repair. NEPs contain two major subtypes: *Hopx*^+^ astrogliogenic and *Ascl1*^+^ neurogenic NEPs that are further subdivided based on their location, lineage, and differentiation status. Upon injury, an *Ascl1*^+^ transitory cellular state arises from *Hopx*^+^ BgL-NEPs. Furthermore, mutational analysis revealed that induction of *Ascl1* is required for adaptive reprogramming by orchestrating a glial-to-neural switch in vivo following injury. Thus, we provide molecular and cellular insights into context-dependent progenitor plasticity and repair mechanisms in the brain.

## INTRODUCTION

For complex tissues like the brain to be generated or to undergo repair, an effective cellular strategy involves having a multiplicity of progenitor subtypes and flexibility in fate choices. Development of single-cell approaches has been instrumental in dissecting progenitor diversity and identifying transitory cell states critical to fate decisions during development and to a lesser extent repair (*1*, *2*). The neonatal cerebellum has emerged as a valuable system to identify molecular mechanisms that drive plasticity after injury because of its high regenerative potential and diversity of progenitor populations. The cerebellum is a folded hindbrain structure that houses most of the neurons in the brain (*3*, *4*) and is important for motor and higher-order cognitive functions (*5*–*8*). It has prolonged development compared to the rest of the brain as production of most cerebellar cells occurs after birth in mammals. The postnatal progenitors in the folds/lobules of the cerebellum continue proliferating up to 6 months after birth in humans (*9*) and 2 weeks in mice (*10*). The late development of the cerebellum leads to increased susceptibility to injury around birth, and cerebellar hypoplasia is the second leading risk factor of autism spectrum disorders (*11*). The newborn rodent cerebellum can efficiently replenish at least two of its main cell types when they are ablated (*12*–*16*), and one repair process involves unexpected progenitor plasticity and an apparent glial-to-neural fate switch after injury. The molecular mechanisms that drive progenitor plasticity in vivo, however, are unknown in the neonatal cerebellum.

After birth, several distinct cerebellar progenitor populations derived from the rhombic lip or the ventricular zone continue to proliferate and generate late-born cells in mouse. The rhombic lip–derived *Atoh1*-expressing granule cell progenitors (GCPs) proliferate in the external granular layer on the surface of the cerebellum and, upon their last cell division, produce excitatory neurons that migrate inward to form the inner granular layer (*17*–*19*). A poorly defined group of cerebellar ventricular zone–derived *nestin*-expressing progenitors (NEPs) in the lobules give rise to astrocytes, interneurons (INs), and Bergmann glia (Bg), a specialized polarized glial cell with fibers extending to the cerebellar surface (*12*, *20*–*24*). Fate mapping studies have indicated that the lineage propensity of NEPs depends on their location, such that NEPs in the layer that houses the Bg (BgL) or in the prospective white matter (WM) produce Bg or INs, respectively (*12*, *20*, *21*, *24*–*26*). It is less clear where the progenitors of astrocytes reside (Fig. 1, A to C). Furthermore, there are NEPs deep within the cerebellum in the WM surrounding the cerebellar nuclei (*24*). However, whether deep and lobule WM-NEPs are molecularly and functionally distinct is unknown. Thus, the full extent of the diversity of postnatal NEPs and the molecular signature, lineage propensity, and location of distinct NEP subtypes are unknown.

**Fig. 1.**
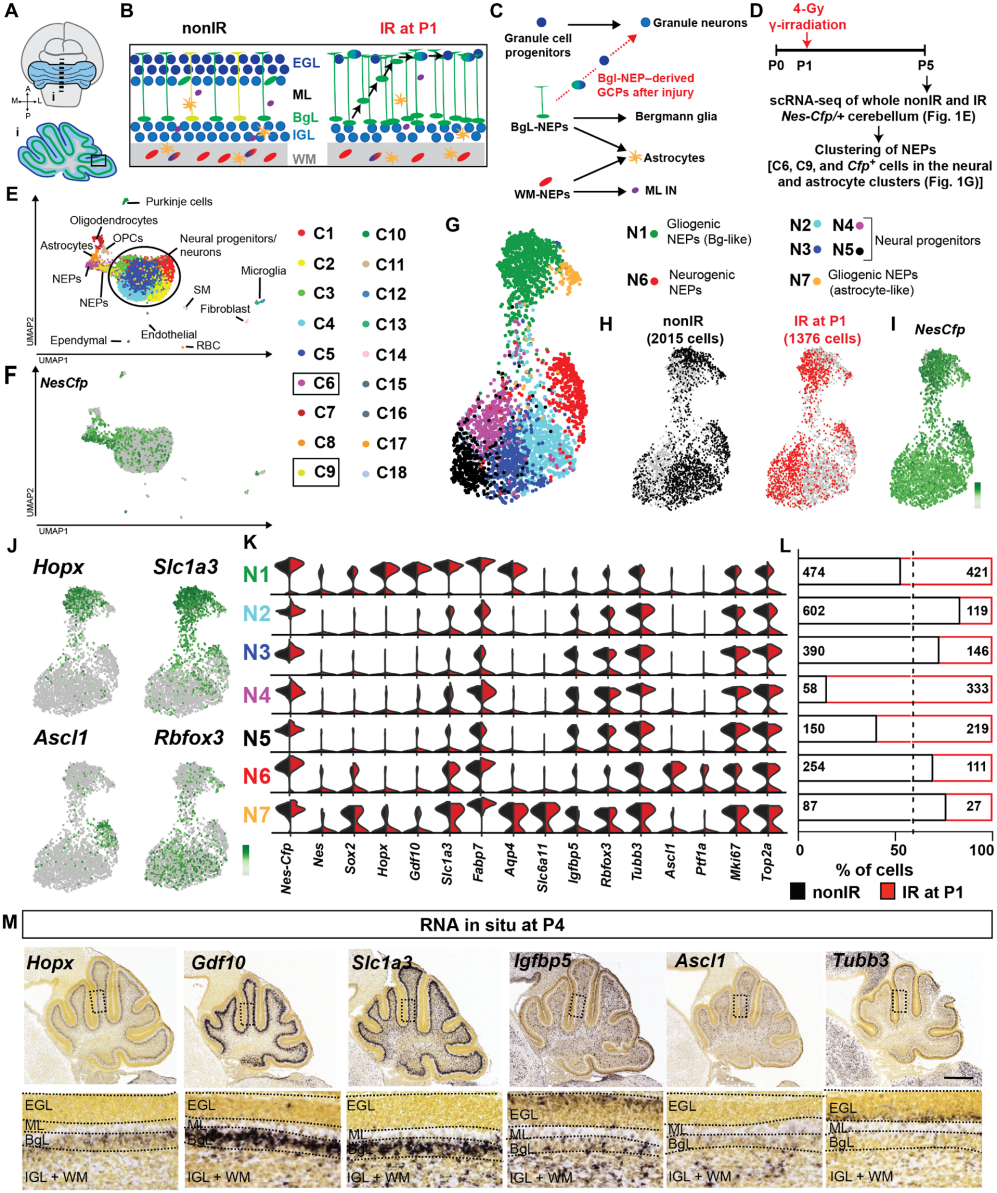
scRNA-seq of P5 cerebellar NEPs reveals molecular NEP subtypes. (**A** to **C**) Schematics showing the neonatal cerebellum, cell types in each layer, the previously proposed lineages of the postnatal cerebellar progenitors, and the changes that occur after injury (irradiation). (**D**) Experimental plan. (**E** and **F**) Uniform Manifold Approximation and Projection (UMAP) visualization of the clustering of 18,929 cells shown by cell types (E) and by *Nes-Cfp* expression (F). *Cfp*-enriched clusters [C6 and C9, log_2_ fold change > 1, false discovery rate (FDR) < 0.05] that contain NEPs are highlighted. (**G** and **H**) UMAP embedding of the clustering of 2015 nonIR and 1276 IR NEPs by cluster (G) and by sample (H). (**I** and **J**) Projection of the expression levels of *Nes-Cfp* (I) and lineage markers (J) on the UMAP [scale shows the log-transformed CPM (counts per million) where the darker colors show higher expression]. (**K**) Violin plots showing the log_10_CPM expression levels of the canonical lineage genes and some of the top significantly enriched genes in clusters shown in (G). (**L**) Number of nonIR and IR cells and their distribution within each cluster. Dashed line shows the percent distribution of nonIR and IR cells in all the cells. (**M**) Allen Brain Atlas P4 RNA in situ hybridization data showing the expression patterns of marker genes identified by scRNA-seq. Scale bar, 500 μm. SM, smooth muscle; RBC, red blood cell; ML, molecular layer; IGL, internal granule layer; OPC, oligodendrocyte progenitor cells.

When the proliferating GCPs are depleted in the newborn cerebellum either via genetic approaches or by irradiation, the external granule layer (EGL) recovers within a week and the cerebellum grows to almost a normal size (*12*, *13*, *15*, *16*). A key aspect of the regenerative process involves BgL-NEPs undergoing adaptive reprograming to replenish the lost GCPs. The first response of the BgL-NEPs is an increase in proliferation, followed by migration to the injured EGL where they initiate expression of *Atoh1* and become GCPs (Fig. 1, A to C) (*12*, *13*, *27*, *28*). Simultaneously, the NEPs in the WM of the lobules reduce their proliferation and differentiation until the EGL is restored, leading to an overall delay in cerebellar development, likely to ensure proper scaling of the different cell types of the cerebellar cortex (*12*). Mosaic mutant analysis revealed that Sonic hedgehog signaling, which normally stimulates proliferation of GCPs and NEPs, is important for regeneration of the cerebellum after irradiation (*12*). However, it is not known what molecular event induces a fate change of BgL-NEPs upon injury and whether a new transitory cellular state facilitates the fate switch.

The commitment of neural stem cells to a neural fate is dependent on a group of proneural basic helix-loop-helix (bHLH) transcription factors (*29*, *30*). In the cerebellum, rhombic lip–derived excitatory neurons and ventricular zone–derived inhibitory neurons are specified by distinct bHLH proteins typified by atonal BHLH transcription factor 1 (ATOH1) and achaete-scute Family BHLH transcription factor 1 (ASCL1), respectively. Genetic inducible fate mapping (GIFM) in the cerebellum indicated that *Ascl1* is transiently expressed sequentially in subsets of ventricular zone– and then NEP-derived cells that generate inhibitory neurons and rarely glial cells and is never involved in GCP production (*25*, *31*). Moreover, ASCL1 is one of the primary proteins found to transform nonneural cells into neurons in vitro. For example, misexpression of *Ascl1* along with *Brn2* and *Myt1l* converts fibroblasts into functional neurons, and ASCL1 acts as a pioneer factor that initiates the reprograming of a fate change via inducing a neurogenic transcriptional program (*32*, *33*). In vivo, ectopic expression of ASCL1 or other ventricular zone–bHLH proteins is able to reprogram astrocytes to form neural cells upon injury (*34*–*38*). In contrast to the required misexpression of ventricular zone–bHLH proteins in all these studies, after cerebellar injury, the fate switch of BgL-NEPs to GCPs does not require forced expression of any genes, highlighting their high plasticity compared to other injury-responsive glial cells outside the cerebellum. However, whether and which proneural bHLH genes play a role in the acquisition of a neural fate by BgL-NEPs during GCP regeneration is unknown.

We used single-cell RNA sequencing (scRNA-seq) in combination with GIFM and loss-of-function studies to define molecularly distinct NEP populations in the postnatal developing cerebellum and uncover a transcription factor involved in the fate switch of a ventricular zone–derived gliogenic BgL-NEP subtype to rhombic lip–derived GCPs. We show that the lobule NEPs consist of two major subtypes, *Hopx*-expressing gliogenic- and *Ascl1*-expressing neurogenic NEPs at steady state and upon injury, and are further subdivided into subpopulations based on the type of astroglia (Bg versus astrocytes) that they will generate, their location (BgL or WM for *Hopx*-NEPs), or the differentiation status of INs (*Ascl1*-NEP lineage). GIFM analysis showed that, whereas at P5 the lineages of the gliogenic and the neurogenic NEPs are mostly exclusive, at P0 a bipotent progenitor exists in the WM. We identified a new transitory cellular state in the BgL upon injury. *Hopx*-expressing NEPs transiently express a transcriptional program that includes *Ascl1* before their migration to the site of injury to replenish the lost GCPs. Conditional mutagenesis showed that *Ascl1* not only is a marker of the transitory cell state but also plays a crucial role in GCP regeneration via suppressing Bg differentiation and facilitating adaptive reprograming. Collectively, our results reveal the molecular diversity and the cellular plasticity of cerebellar NEPs and identify a context- (injury-)dependent transitory cellular state responsible for a glial-to-neural fate switch that enables neonatal cerebellar regeneration.

## RESULTS

### A scRNA-seq approach to identify NEPs during homeostasis and repair

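The experiment behind the cell clusters compared dissociated cerebella of P5 mice that carry the Nes-Cfp reporter, a CFP transgene driven by regulatory sequence of the Nestin gene. There were 4 samples, each a pool of 4 male cerebella: nonIR replicates 1 and 2, and IR replicates 1 and 2 from mice given 4 Gy at P1. Single cells were captured in microwells and their RNA was counted by unique molecular identifiers (UMIs). The deposited counts, made by the authors with STAR 2.5 on GRCm38, cover 48529 transcript entries in 18968 cells, and the CFP transcript is counted as NestinCFP. nonIR replicates 1 and 2 hold 4996 and 6976 cells with 9891518 and 22635008 UMIs, and IR replicates 1 and 2 hold 5000 and 1996 cells with 9721577 and 7034335 UMIs. The deposited files do not name the cluster of a cell, so cells were clustered again by Spearman correlation, 30 nearest neighbors and Louvain modularity, and clusters were named from fixed marker genes with the ending "-like". Expression of a class of cells is given as CPM, the UMIs of a gene over all UMIs multiplied by 1000000, summed over the cells of the class within each sample, and the spread is the SD over samples. IR was compared with nonIR on these sums with edgeR's quasi-likelihood test, in which the sample and not the cell is the replicate, and log2 fold changes are IR over nonIR. With 2 samples against 2, an exact two-sided permutation test cannot give a p below 0.33, so shares of cells are given per sample without a test. The paper names littermates and 2 replicate experiments, so samples of the same number were taken as a pair, and a fit with the replicate as a block is given where it changes a call.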

To identify molecularly distinct NEP subtypes that are present in the postnatal cerebellum and new cellular states responsible for their adaptive reprogramming after injury to replenish GCPs, we performed scRNA-seq on dissociated cells from four male P5 *Nes-Cfp/*+ pups that were irradiated (IR) at P1 or control littermates that were not irradiated (nonIR) in two replicate experiments (Fig. 1, A to D, and fig. S1, A to C). P5 is a stage when NEPs are generating INs, astrocytes, and Bg during homeostasis and, in IR, mice NEPs are undergoing adaptive reprogramming. 

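Cells of the nonIR samples held a median of 1405 UMIs from 998 genes in replicate 1 and 2056 UMIs from 1372 genes in replicate 2. Cells of the IR samples held a median of 1479 UMIs from 1049 genes in replicate 1 and 1958 UMIs from 1170 genes in replicate 2. Mitochondrially encoded genes, such as mt-Nd1 and mt-Cytb, took 0.444% and 0.956% of the UMIs of the nonIR samples and 0.0570% and 0.132% of those of the IR samples. The shallowest deposited cell held 644 UMIs, so every cell could be thinned to 600 UMIs at random when shares of cells with a transcript were compared at equal depth. A simulation of doublets (pairs of cells read as a single cell), set to call 5% of each sample, marked 250 and 349 cells of the nonIR samples and 250 and 100 of the IR samples, and these cells were kept unless stated. Of the simulated doublets, 24.3% and 17.7% in the nonIR and 29% and 10.8% in the IR samples scored at or above the cutoff. Removing doublet calls may thus leave many doublets in.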

An automated microwell array–based platform (*39*) was used to profile a total of ~19,000 single cells, followed by subclustering to identify pervasive and specific markers for molecularly distinct cell types during homeostasis and upon injury. Clustering of cells (11,933 nonIR and 6996 IR; Fig. 1, E and F, and fig. S1, D to F) using Phenograph (*40*) revealed the expected variety of cerebellar cell types with the greatest number being neurons/progenitors of which the majority were GCPs and granule cells based on the expression of *Atoh1* (GCP) and *Barhl1* (GCP/granule cells) (Fig. 1, E and F; fig. S1, D to F; and table S1). 

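Granule cell progenitors (GCPs) and granule cells were the most abundant cells in all 4 samples. Clusters with their markers held 88.3% and 82.2% of the cells of nonIR replicates 1 and 2 and 88.3% and 74.7% of those of IR replicates 1 and 2. Barhl1, a homeobox gene of GCPs and granule cells (ENSMUSG00000026805.14, chromosome 2 of GRCm38 from 28907679 to 28916668), was at 265 ± 137 CPM (SD, n = 4 samples) in this lineage, 102 ± 93.2 in microglia-like cells and 50.6 ± 29.7 in neurogenic NEPs (a class of NEPs with Ascl1). Atoh1, the basic helix-loop-helix (bHLH) gene of GCPs (ENSMUSG00000073043.5, chromosome 6 of GRCm38 from 64729125 to 64731245), was at 58.8 ± 31.6 CPM (SD, n = 4) in the granule cell lineage and 17.3 ± 12.1 in microglia-like cells. The clustering gave 16 clusters, of which 3 were GCP-like (13089 cells) and 1 was granule cell-like (2959 cells). The GCP-like clusters drew on the samples unequally. The largest held 4488 cells of nonIR replicate 2 and 93 of IR replicate 1, the next held 47 and 3116, and the third held 1917 cells of nonIR replicate 1 and had mitochondrially encoded genes such as mt-Nd2 and mt-Cytb at the top of its list of raised genes.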

The other major cell types present included Bg and astrocytes and their progenitors (referred to as astroglia; fig. S1, D and F), oligodendrocyte progenitors/oligodendrocytes, Purkinje cells, microglia, and parenchymal cells (fig. S1, D and F). 

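Astroglia-like cells, named from genes such as Aqp4, Slc1a3, Fabp7 and Hopx, numbered 259 and 376 in the nonIR samples and 281 and 276 in the IR samples. Oligodendrocyte progenitor-like cells, with Sox10 and Gpr17 among their raised genes, numbered 76 and 287 in the nonIR and 65 and 33 in the IR samples. Purkinje cell-like cells, with Calb1, Pcp2 and Car8, came from replicate 2 of each condition (96 nonIR and 82 IR cells) and hardly from replicate 1 (2 and 2 cells). Microglia-like cells, with C1qa, C1qb and Hexb in their larger cluster, numbered 220 and served as a background type, since they should lack NEP transcripts. Smaller clusters were oligodendrocyte-like (Mobp, Mog; 77 cells), fibroblast or meninges-like (Col3a1, Dcn; 69 cells), endothelial-like (Cldn5; 54 cells) and ependymal-like (Foxj1; 49 cells). Red blood cell-like cells (Hbb-bt, Hba-a1) came to 32 of 34 from IR replicate 1, and 25 cells with muscle genes (Actc1, Myog) matched no marker list.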

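The NestinCFP transcript marks cells in which the reporter is, or has recently been, transcribed. In astroglia-like cells it was at 2530.2 and 1712 CPM in nonIR replicates 1 and 2 and at 3012 and 3434 CPM in IR replicates 1 and 2, which is 14.6, 8.17, 12.1 and 7.51 times its level in the other cells of the same sample. In ventricular zone (VZ) progenitor-like cells, named from Ascl1, Ptf1a, Tfap2a and Tfap2b, it was at 1904 and 1101 CPM in the nonIR and 2905 and 4009 CPM in the IR samples, or 6.38, 3.35, 8.22 and 5.07 times the other cells. These clusters, and no other, passed a rule that asks for a fold over 2 in every sample with at least 20 cells, and both also passed when NestinCFP was left out of the clustering. In oligodendrocyte progenitor-like cells the fold was 0.692 and 1.49 in the nonIR and 0.316 and 1.34 in the IR samples. Ependymal-like cells had folds of 4.23, 3.02, 1.43 and 2.00, but at most 17 cells in a sample, so the rule could not be applied to them. For endothelial-like cells the fold was 0.981 in nonIR replicate 2, the only sample with at least 20 of them.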

We used *Cfp* transcripts as a surrogate to identify clusters containing NEPs and found that *Cfp* expression was enriched [FDR (false discovery rate) < 0.05] in two clusters with astroglia (C6) and one with ventricular zone–derived neural progenitors (based on *Ascl1 and Ptf1a* expression, C9), as well as in minor clusters with oligodendrocyte progenitors (C7 and C11), ependymal cells (C15), and endothelial/perivascular cells (C16) (Fig. 1, E and F; fig. S1, D and F; and table S1). 

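NestinCFP UMIs were also found in cells of the granule lineage, which outnumber the NestinCFP-enriched clusters. At the full depth, 13.0% and 20.3% of granule lineage cells of nonIR replicates 1 and 2 and 16.8% and 37.6% of those of IR replicates 1 and 2 held at least 1 NestinCFP UMI. With every cell thinned to 600 UMIs, the shares were 6.10%, 7.47%, 8.07% and 17.0% in the same order. Microglia-like cells, which should not transcribe the reporter, had shares of 12.3% (5.47 to 22.8%), 11% (5.62 to 18.8%), 4.44% (0.543 to 15.1%) and 20% (2.52 to 55.6%) at the same 600 UMIs, from 65, 100, 45 and 10 cells. The ranges are exact Clopper-Pearson 95% intervals and cover counting error only. Before thinning, the median depth per sample was 1374, 1955, 1484 and 1957 UMIs in the granule lineage and 2032, 1892, 1710 and 1236 UMIs in microglia-like cells. The microglia-like class pools a microglia cluster and a macrophage-like cluster, and the share in the granule lineage lay within the interval of the class and of each cluster in all 4 samples, although the intervals of the clusters are wide.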

*Cfp*-expressing cells also were scattered throughout the neural clusters (Fig. 1, E and F). To further computationally analyze the majority of NEPs, we defined NEPs as all the cells in the astroglial and ventricular zone–derived neural progenitor clusters enriched for *Cfp* transcripts (clusters C6 and C9, fold change > 2 and FDR < 0.05) and all of the *Cfp*^+^ cells present in the neural progenitor/neural clusters (C1 to C5) and astrocytes (C8) (Fig. 1, D to F, and fig. S1, A and B). 

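With the same definition applied to the clusters derived here, NEPs were all astroglia-like and VZ progenitor-like cells and every granule lineage cell with at least 1 NestinCFP UMI. Most NEPs thus entered through a NestinCFP UMI in a granule lineage cell. NestinCFP was detected, at 600 UMIs per cell, in 77.8% and 85.1% of Bg-like NEPs of the nonIR samples and in 60.4% and 91.4% of those of the IR samples. In astrocyte-like NEPs the shares were 48.1% and 51.2% in the nonIR and 42.2% and 74.3% in the IR samples, and in neurogenic NEPs 46.3%, 32.5%, 41.2% and 58.8%. In the neural progenitor NEPs, the share at full depth is mostly set by the definition itself, so it is not a measurement.

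**Figure D1:**
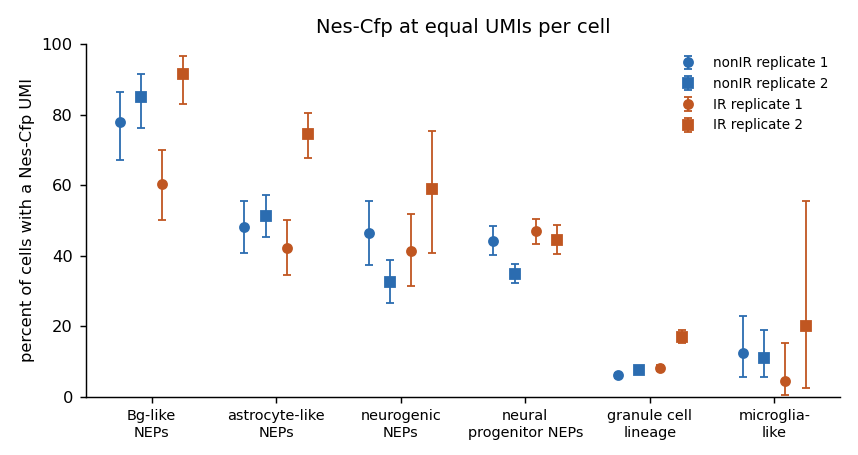
Share of cells with at least 1 NestinCFP UMI (percent, y axis) by cell class (x axis) after thinning each cell to 600 UMIs, with a point per sample, colored by condition, and exact 95% binomial intervals. Bg-like NEPs lie between 60.4% and 91.4%, and the granule cell lineage lies between 6.10% and 17.0%, inside the intervals of the microglia-like cells.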

Analysis of *Cfp* transcripts and protein levels, by RNA in situ hybridization and immunofluorescent analysis, respectively, on cerebellar sections from P5 nonIR and IR *Nes-Cfp/*+ cerebella confirmed that the *Cfp* transcript has overlapping expression with cyan fluorescent protein (CFP) protein (as well as SOX2, a pan-NEP/Bg/astrocyte marker) and therefore *Cfp* RNA faithfully identifies NEPs in our scRNA-seq data (fig. S2, A to H). Notably, because our analysis of sections of P5 *Nes-Cfp/*+ cerebella showed that the CFP^+^ cells in the deep WM surrounding the cerebellar nuclei represent <10% of all the CFP^+^ cells in the cerebellum (fig. S2, I to K), these cells are likely poorly represented in our scRNA-seq data.

### scRNA-seq identifies two major subtypes of NEPs in the P5 cerebellum

To identify subpopulations of NEPs, we next clustered the 3391 NEPs as defined above from nonIR (2915 cells) and IR (1376 cells) P5 mice (Fig. 1, G to I, and table S1). 

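NEPs so defined numbered 957 and 1809 in nonIR replicates 1 and 2 (2766 nonIR cells) and 1126 and 895 in IR replicates 1 and 2 (2021 IR cells), or 4787 together. They made up 19.2% (18.1 to 20.3%) and 25.9% (24.9 to 27.0%) of the cells of the nonIR samples, and 22.5% (21.4 to 23.7%) and 44.8% (42.6 to 47.1%) of those of the IR samples (exact 95% intervals). IR replicate 2, with the largest share of NEPs, also had the highest share of granule lineage cells with a NestinCFP UMI. The astroglia-like cluster gave 1192 of the NEPs, and granule lineage cells gave most of the others. In all NEPs together NestinCFP was at 1425 and 882 CPM in the nonIR and 1598 and 1450.1 CPM in the IR samples.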

Cluster analysis using Phenograph revealed seven NEP clusters (N1 to N7), and several clusters had most of the nonIR or IR cells (Fig. 1, G to L). 

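The 4787 NEPs formed 7 clusters here as well. A cluster of 357 cells with Hopx, Gdf10 and Tnc among its 10 most raised genes was named Bg-like (the paper's N1). A pair of clusters with 833 cells, of which the smaller is led by Slc6a11, was named astrocyte-like (N7). A cluster of 500 cells with Tfap2a, Tfap2b and Prdm13 was named neurogenic (N6). Its raised genes also included Lhx5, Slc32a1 and Pax2, a gene of interneuron precursors. A further 3 clusters with GCP or granule cell markers, 3097 cells together, were taken as the neural progenitors (N2 to N5). With 15 neighbors, 222 NEPs formed an interneuron-like cluster apart from the neurogenic one, with 53 and 133 nonIR and 29 and 7 IR cells. The neurogenic class as reported thus pools cells that other clusterings separate. Bg-like cells made up 8.46% and 5.20% of the NEPs of the nonIR samples and 8.97% and 9.05% of those of the IR samples. For astrocyte-like cells the shares were 19.1% and 16.2% in the nonIR and 14.7% and 21.3% in the IR samples. Neurogenic cells came to 12.9% and 13.6% of nonIR NEPs and 8.61% and 3.80% of IR NEPs, lower in both IR samples, but with 2000 clustering genes the shares overlapped, at 7.13% and 3.90% in nonIR and 4.16% and 1.79% in IR, although within each pair of same-numbered samples the IR share was the lower in both clusterings. Neural progenitors came to 59.6%, 65.0%, 67.7% and 65.8% in the same order. Doublet calls fell on 211 of the astrocyte-like cells (25.3%) and 316 of the neural progenitors (10.2%), but on 2 Bg-like and 4 neurogenic cells.

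**Figure D2:**
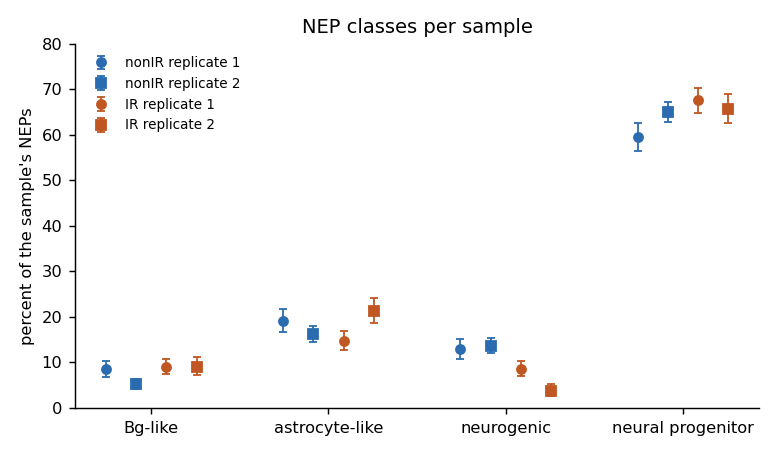
Share of the NEPs of a sample (percent, y axis) in each of the 4 NEP classes (x axis), with a point per sample, colored by condition, and exact 95% binomial intervals. The neurogenic class holds 12.9 and 13.6% of nonIR NEPs and 8.61 and 3.80% of IR NEPs.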

Analysis of the Allen Brain Atlas RNA in situ mouse P4 dataset for significantly enriched genes in each cluster and lineage markers allowed determination of cluster identities. *Nes-Cfp* and endogenous *Nes* and *Sox2* transcript levels were highest in N1, N6, and N7, suggesting that they include undifferentiated NEPs. 

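Bg-like NEPs held the most NestinCFP, at 6233 ± 1247 CPM (SD, n = 4 samples). Astrocyte-like and neurogenic NEPs held 2426 ± 1104 and 2407 ± 912 CPM, and neural progenitor NEPs held 729 ± 231 CPM. Nes, the endogenous Nestin gene (ENSMUSG00000004891.16, chromosome 3 of GRCm38 from 87971078 to 87980451), followed the same order, with 157 ± 66.5 CPM in Bg-like, 61.7 ± 24.5 in astrocyte-like, 47.7 ± 14.0 in neurogenic and 13.8 ± 4.08 in neural progenitor NEPs (SD, n = 4). Sox2, a transcription factor gene of neural stem cells (ENSMUSG00000074637.7, chromosome 3 of GRCm38 from 34650405 to 34652461), was at 271 ± 80.6 CPM in Bg-like, 151 ± 48.8 in astrocyte-like, 167 ± 96.3 in neurogenic and 20.6 ± 5.83 in neural progenitor NEPs. In microglia-like cells, the background, NestinCFP was at 489 ± 408, Nes at 9.74 ± 11.5 and Sox2 at 36.3 ± 7.68 CPM. By sample, this NestinCFP was at 424 and 409 CPM in nonIR and 72.4 and 1050 CPM in IR, the last from 10 cells. The difference between the undifferentiated classes and the neural progenitors exceeded the spread between samples for NestinCFP and Nes. No test was run between classes, because the classes were made from the same cells.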

The other four clusters (N2 to N5) appeared to be the immediate neural progenitors of NEPs because they had low-level expression of *Sox* and *Nes* and were enriched for genes expressed in neurons (e.g., *Rbfox3* and *Tubb3*) and a gene enriched in the WM (*Igbfbp5*) based on RNA in situ analysis (Allen Brain Atlas; Fig. 1, J, K, and M). 

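Rbfox3, which encodes the neuronal protein NeuN (ENSMUSG00000025576.17, chromosome 11 of GRCm38 from 118489762 to 118911597), was at 246 ± 27.7 CPM (SD, n = 4 samples) in neural progenitor NEPs, against 35.0 ± 11.9 in Bg-like, 149 ± 32.0 in astrocyte-like and 61.1 ± 46.8 in neurogenic NEPs. Tubb3, a neuronal tubulin gene (ENSMUSG00000062380.3, chromosome 8 of GRCm38 from 123411424 to 123422015), was at 743 ± 65.6 CPM in neural progenitors and 445 ± 45.5 in astrocyte-like NEPs, and its mean was higher in neurogenic NEPs at 939.9 ± 106. Among the subclusters of neural progenitors, the granule cell-like one held 1930.1 ± 467 CPM of Tubb3, above the neurogenic NEPs. Bg-like NEPs held 201 ± 107 CPM of Tubb3. Igfbp5, an insulin-like growth factor binding protein gene (ENSMUSG00000026185.8, chromosome 1 of GRCm38 from 72857932 to 72874884), was at 154 ± 118 CPM in neural progenitors, 158 ± 169 in neurogenic, 118 ± 70.2 in astrocyte-like and 50.7 ± 15.5 in Bg-like NEPs, with an SD over the 4 samples close to the mean in the first 2 of these. The neural progenitors are mostly granule lineage cells with a NestinCFP UMI. All granule lineage cells together held 256 ± 36.0 CPM of Rbfox3, 712 ± 82.0 of Tubb3 and 161 ± 114 of Igfbp5. These levels are within the spread of the neural progenitors. NestinCFP aside, Nes was at 9.15 ± 3.07 and Sox2 at 14.2 ± 4.16 CPM in the granule lineage.

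**Figure D3:**
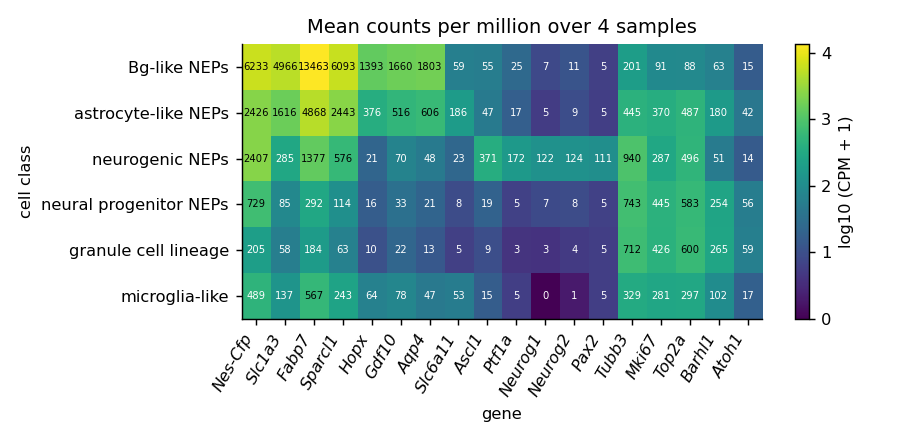
Mean CPM over the 4 samples of genes the paper names (x axis) by cell class (y axis), printed in each cell and colored on a scale of log10 of CPM plus 1. Hopx, Gdf10 and Aqp4 peak in Bg-like NEPs, Ascl1, Ptf1a and Pax2 in neurogenic NEPs, and microglia-like cells give the background level for genes that they do not express themselves.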

All seven clusters showed extensive expression of proliferation markers (*mKi67* and *Top2a*) confirming their progenitor status (Fig. 1K).

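Mki67, which encodes the proliferation antigen Ki67 (ENSMUSG00000031004.8, chromosome 7 of GRCm38 from 135689784 to 135716361), was at 445 ± 89.2 CPM (SD, n = 4 samples) in neural progenitor NEPs, 370.3 ± 53.7 in astrocyte-like, 287 ± 83.8 in neurogenic and 91.2 ± 41.2 in Bg-like NEPs. Top2a, a topoisomerase gene of dividing cells (ENSMUSG00000020914.17, chromosome 11 of GRCm38 from 98992943 to 99024189), was at 583 ± 102, 487 ± 102, 496 ± 74.4 and 87.6 ± 40.1 CPM in the same order of classes. Microglia-like cells held 281 ± 101 CPM of Mki67 and 297 ± 67.1 of Top2a, above Bg-like NEPs, so they cannot serve as a background for these genes. At 600 UMIs per cell, an Mki67 UMI was found in 5.60% of Bg-like, 19.9% of astrocyte-like, 11.4% of neurogenic and 21.5% of neural progenitor NEPs, and in 11.8% of microglia-like cells. For Top2a the shares were 5.88%, 24.0%, 21.8% and 25.6%, with 11.4% in microglia-like cells. The low Bg-like values hold for that class as named here, since the larger astrocyte-like cluster had Hopx among its raised genes too.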

Within the undifferentiated NEP clusters, while all three (N1, N6, and N7) expressed the pan-astrocyte genes *Slc1a3* and *Fabp7*, only N1 and N7 expressed *Aqp4* (Fig. 1, J and K). 

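Slc1a3, which encodes the glutamate transporter GLAST (ENSMUSG00000005360.14, chromosome 15 of GRCm38 from 8634124 to 8710764), was at 4966 ± 909.6 CPM (SD, n = 4 samples) in Bg-like, 1616 ± 135 in astrocyte-like and 285 ± 123 in neurogenic NEPs. Fabp7, a fatty acid binding protein gene of radial glia (ENSMUSG00000019874.11, chromosome 10 of GRCm38 from 57784881 to 57788450), was at 13463 ± 786, 4868 ± 768 and 1377 ± 636 CPM in the same classes. Aqp4, the water channel gene of astroglia (ENSMUSG00000024411.9, chromosome 18 of GRCm38 from 15389496 to 15410982), was at 1803 ± 710.1 CPM in Bg-like, 606 ± 175 in astrocyte-like and 47.8 ± 34.6 in neurogenic NEPs. In microglia-like cells the levels were 137 ± 125 for Slc1a3, 567 ± 292 for Fabp7 and 46.5 ± 29.8 for Aqp4, so Aqp4 in neurogenic NEPs was at the background level. At 600 UMIs per cell, 56.9% of Bg-like, 28.0% of astrocyte-like and 1.40% of neurogenic NEPs held an Aqp4 UMI, against 0.455% of microglia-like cells. A Fabp7 UMI was found in 31.2% of neurogenic NEPs and 15.5% of microglia-like cells, and an Slc1a3 UMI in 11% and 5%.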

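Hopx, a homeodomain-only gene of the Bergmann glia lineage (ENSMUSG00000059325.14, chromosome 5 of GRCm38 from 77086988 to 77115121), was at 1393 ± 408 CPM (SD, n = 4 samples) in the Bg-like NEPs. Astrocyte-like NEPs held 376 ± 97.5 CPM, and neurogenic and neural progenitor NEPs held 21.0 ± 10.5 and 15.8 ± 5.02 CPM, below the 63.9 ± 26.5 CPM of microglia-like cells. Gdf10, a secreted growth factor gene of Bergmann glia (ENSMUSG00000021943.6, chromosome 14 of GRCm38 from 33923587 to 33937983), was at 1660.2 ± 422 CPM in Bg-like, 516 ± 208 in astrocyte-like, 69.9 ± 93.8 in neurogenic and 32.6 ± 18.6 in neural progenitor NEPs, with 77.9 ± 14.0 in microglia-like cells. At 600 UMIs per cell, a Hopx UMI was found in 50.4% of Bg-like, 17.9% of astrocyte-like and 1.80% of neurogenic NEPs, and in 2.27% of microglia-like cells.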

N1 was enriched for Bg lineage genes (*Hopx* and *Gdf10*) (*41*–*43*), indicating that the cells are Bg progenitors. 

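Ascl1, a proneural bHLH gene (ENSMUSG00000020052.7, chromosome 10 of GRCm38 from 87490819 to 87493660), was at 313 and 221 CPM in the neurogenic NEPs of nonIR replicates 1 and 2 and at 743 and 208 CPM in those of IR replicates 1 and 2, a mean of 371 ± 253 (SD, n = 4 samples). It was at 54.6 ± 16.7 CPM in Bg-like, 47.3 ± 21.2 in astrocyte-like and 18.6 ± 0.969 in neural progenitor NEPs. In microglia-like cells it was at 15.4 ± 12.8 CPM. At 600 UMIs per cell, an Ascl1 UMI was found in 15% of neurogenic, 3.08% of Bg-like and 3.60% of astrocyte-like NEPs, against 0.455% of microglia-like cells. Ptf1a, the bHLH gene of GABAergic progenitors (ENSMUSG00000026735.2, chromosome 2 of GRCm38 from 19445663 to 19447501), was at 172 ± 102 CPM in neurogenic, 25.0 ± 13.9 in Bg-like and 5.40 ± 1.50 in neural progenitor NEPs.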

The proneural ventricular zone–bHLH gene *Ascl1* was enriched in N6 (Fig. 1, J, K, and M), indicating that these cells represent the WM-NEPs that are IN progenitors. 

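Pax2, a paired box gene of interneuron precursors (ENSMUSG00000004231.15, chromosome 19 of GRCm38 from 44756045 to 44837871), was at 103 and 206 CPM in the neurogenic NEPs of the nonIR samples and at 71.5 and 62.3 CPM in those of the IR samples, 111 ± 66.1 on average (SD, n = 4). Bg-like, astrocyte-like and neural progenitor NEPs held 5.14 ± 7.40, 4.95 ± 3.90 and 5.32 ± 2.59 CPM, and microglia-like cells 4.87 ± 5.77 CPM. At 600 UMIs per cell, 9.20% of neurogenic NEPs held a Pax2 UMI, against 0.909% of microglia-like cells. Lhx5, a LIM homeobox gene of the same lineage, was at 413 ± 189 CPM in neurogenic and 15.5 ± 13.6 in Bg-like NEPs.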

Other immature IN marker genes such as *Pax2* were not detected at high levels in our dataset. One gene enriched specifically in N7 was *Slc6a11*, an astrocyte-specific γ-aminobutyric acid transporter (*44*), indicating that these NEPs are astrocyte progenitors. However, some cells in cluster N7 expressed neural genes and *Hopx*, raising the possibility that the cluster includes multipotent NEPs that generate INs and astrocytes. 

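Slc6a11, which encodes the transporter GAT3 (ENSMUSG00000030307.8, chromosome 6 of GRCm38 from 114131241 to 114249952), was at 186 ± 72.5 CPM (SD, n = 4 samples) in astrocyte-like, 59.4 ± 41.9 in Bg-like, 22.7 ± 13.4 in neurogenic and 8.09 ± 3.67 in neural progenitor NEPs. In microglia-like cells it was at 53.1 ± 61.5 CPM. A Slc6a11 UMI was found, at 600 UMIs per cell, in 10.2% of astrocyte-like and 3.64% of Bg-like NEPs. The astrocyte-like class joined a cluster of 763 cells, with Hepacam, Hopx, Slc4a4 and Aldh1l1 raised, and a cluster of 70 cells whose most raised gene was Slc6a11. With doublet calls removed before clustering, 63 NEPs were named astrocyte-like and 798 Bg-like. The line between these classes, and the levels given for each, thus depend on the clustering.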

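In astrocyte-like NEPs, a Tubb3 UMI was found in 19.7% and a Rbfox3 UMI in 7.68% of cells at 600 UMIs per cell, against 10.6% and 2.52% of Bg-like NEPs and 13.2% and 6.82% of microglia-like cells. A Hopx UMI was found in 34.4% and 52.2% of the astrocyte-like NEPs of the nonIR samples and in 41.0% and 45.0% of those of the IR samples at full depth. The median depth of astrocyte-like NEPs was 2251 and 3515 UMIs in the nonIR and 1528 and 1714 UMIs in the IR samples. A doublet of an astroglial cell and a granule lineage cell would hold the same transcripts, and this class had the highest rate of doublet calls among the 4 NEP classes.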

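Hopx was lower in neurogenic than in Bg-like NEPs by a log2 ratio of -5.77 ± 0.31 (SD, n = 4 samples), and Gdf10 by -5.33 ± 1.53. Fabp7 and Slc1a3, which neurogenic NEPs also expressed, had log2 ratios of -3.43 ± 0.70 and -4.18 ± 0.87. Ascl1 was higher in neurogenic NEPs, with a log2 ratio of 2.50 ± 0.48, as were Ptf1a with 2.50 ± 0.39 and Tfap2b, a transcription factor gene of GABAergic precursors, with 6.31 ± 0.99. Of the 1109 genes of Table S2, 1098 (99.0%) differed in the direction of the paper's table, 948 of them in 4 of 4 samples. Spearman's rho between the paper's log2 ratios and these was 0.915 across genes, which are not independent replicates and come from the same libraries. Ratios were taken per sample with 5 CPM added to each class, and no test was run, since the classes were made from these cells.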

Differential expression analysis between the Bg-like NEPs (N1) and neurogenic NEPs (N6) further highlighted the astrogliogenic and neurogenic gene signatures of each NEP subtype (fig. S2L and table S2) and underlines *Hopx* and *Ascl1* as markers of the gliogenic- and neurogenic-NEP subtypes, respectively. Last, immunofluorescent analysis of HOPX and ASCL1 on sections from P5 nonIR *Nes-Cfp/*+ cerebella confirmed that these proteins are coexpressed with CFP (fig. S2, M to R), further highlighting that the cells represent NEP subtypes. Collectively, our scRNA-seq analysis shows that the primary molecular signatures that distinguish NEP populations is based on their lineage propensities as two major NEP subtypes were identified: gliogenic (N1 and N7) and neurogenic (N6) with the gliogenic splitting into astrocyte and Bg lineages. In addition, the more differentiated neuronal progenitors (N2 to N5) split into four groups with different proportions of nonIR and IR cells (Fig. 1L).

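Further genes set the gliogenic and neurogenic classes apart. Sparcl1, a matrix glycoprotein gene of astroglia, had a log2 ratio of neurogenic over Bg-like NEPs of -3.55 ± 0.74 (SD, n = 4 samples). Emp2, an epithelial membrane protein gene, was at 135 ± 39.7 CPM in Bg-like NEPs and had no UMI in neurogenic NEPs. Lhx5, Neurog1 and Pax2, genes of the VZ-derived GABAergic lineages, had log2 ratios of 4.58 ± 1.17, 3.59 ± 0.84 and 3.62 ± 0.88 in the opposite direction. Between the gliogenic classes, Hopx was lower in astrocyte-like than in Bg-like NEPs, whereas Slc6a11 was higher. The larger astrocyte-like cluster lay between the marker lists, and with 2000 clustering genes in place of 1000 no cluster was named astrocyte-like.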

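The neural progenitor NEPs split into 3 clusters here, and a GCP-like pair of them differed between samples. The larger, with 1370 cells and Sowaha, Epha8 and Atoh1 among its raised genes, held 22.2% and 0.884% of the NEPs of nonIR replicates 1 and 2 and 54.5% and 59.0% of those of IR replicates 1 and 2. The other, with 1244 cells and Tlx3, Sfrp1 and Otx1 raised, held 22.3% and 53.4% of nonIR and 4.80% and 1.23% of IR NEPs. A granule cell-like cluster of 483 cells, with Cntn2 and Stmn4 raised, held 15.2% and 10.7% of nonIR and 8.35% and 5.59% of IR NEPs. nonIR replicate 1 had about equal shares of both GCP-like clusters, whereas nonIR replicate 2 had nearly none of the larger, so the nonIR samples themselves differed.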

### *Ascl1*- and *Hopx*-expressing NEPs have distinct cell lineages

To further explore the undifferentiated NEP subtypes identified via scRNA-seq, we determined their lineages by performing GIFM for the neurogenic NEPs using an *Ascl1^CreERT2^* allele and for the two gliogenic-NEP populations using a *Hopx^CreERT2^* allele in combination with a *R26^lox-STOP-loxTdTomato^* reporter (*Ascl1-TdT* and *Hopx-TdT* mice, respectively). We administered tamoxifen (Tm) at P0 and at P5 to assess their progeny at the time of injury and approximately when our scRNA-seq data were collected, respectively (Fig. 2A). Short-term GIFM (analysis 2 days after Tm injection) in *Ascl1-TdT* mice following Tm administration at P5 confirmed that almost all the cells were SOX2^+^ and restricted to the lobule WM with scattered cells in the internal granule layer (IGL) at P7 (90.8 ± 4.0%, *n* = 3; Fig. 2, B and E, and fig. S3, A and E to G). Furthermore, the cells outside the WM had the appearance of migrating IN progenitors destined for the molecular layer (ML) (fig. S3, A and E to G). When Tm was administered instead at P0, the majority of the initially labeled cells in *Ascl1-TdT* mice at P2 were again SOX2^+^ cells mainly restricted to the WM and forming IGL (86.5 ± 0.9, *n* = 4), although there was a small increase in the percentage of labeled cells in the EGL compared to Tm administration at P5 [P0: 1.8 ± 0.9% (*n* = 4) versus P5: 0.3 ± 0.2%, (*n* = 3)] and labeling of very rare Bg-like cells was observed (Fig. 2, B and C, and fig. S3, B to D). When the progeny of the *Ascl1-TdT*^+^ cells were analyzed at P5, 4 days after Tm at P0 to allow differentiation, most of the TdT^+^ cells in the WM and IGL were PAX2^+^ (SOX2 low or negative), and only rare S100β^+^ cells were observed following labeling at P0 (fig. S4, A to G). Thus, at both P0 and P5, *Ascl1-TdT* GIFM labels almost exclusively NEPs in the WM, and labeling with PAX2 indicates that at least some of the progeny will form INs.

**Fig. 2.**
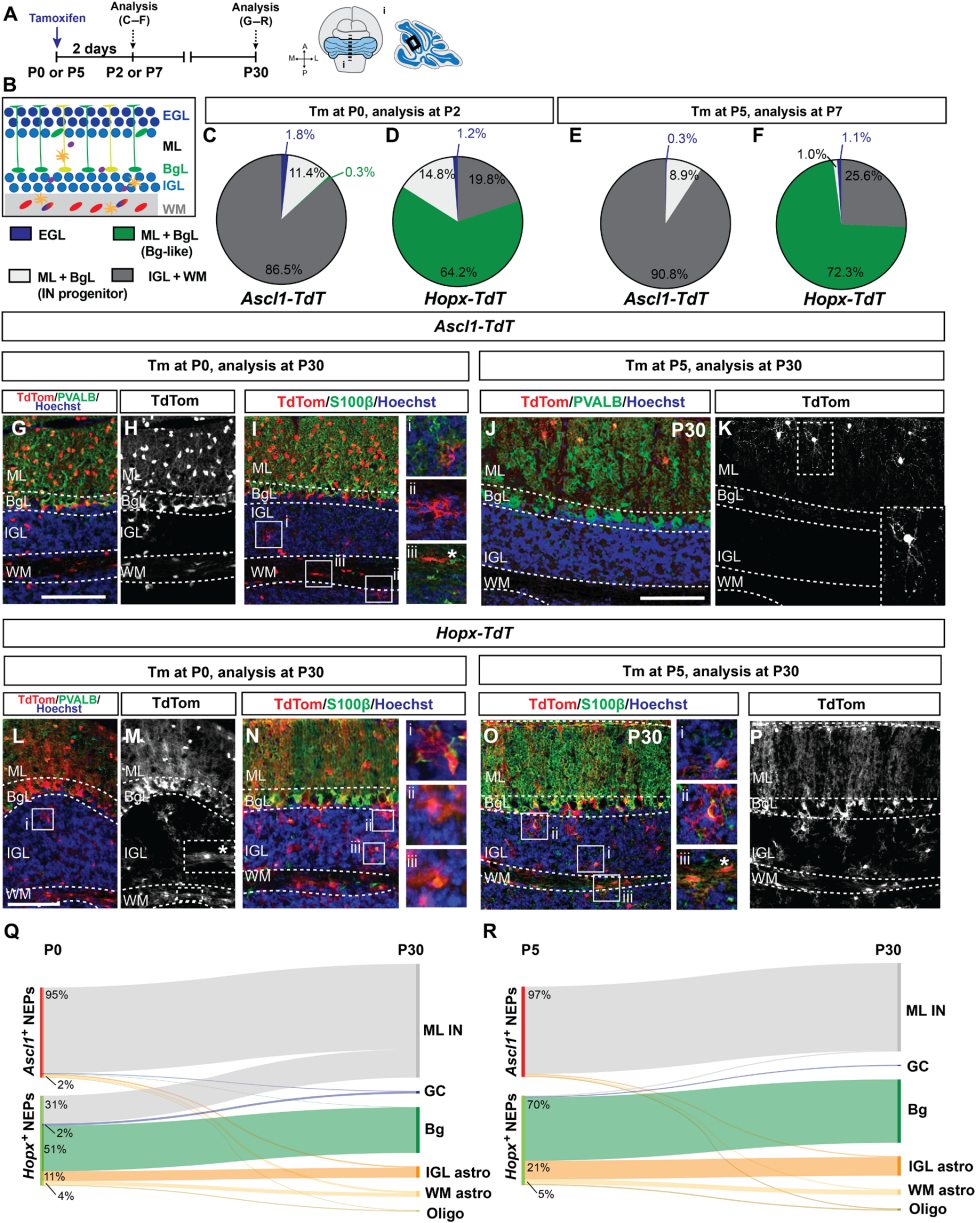
Genetic-induced fate mapping identifies the lineages of the *Ascl1*^+^ neurogenic NEPs and the *Hopx*^+^gliogenic NEPs. (**A** and **B**) Experimental plan and the region of the cerebellum shown in the images. (**C** to **F**) Distribution of the TdT^+^ cells by layer 2 days after Tm administration [(C and D) Tm at P0; (E and F) Tm at P5] in *Ascl1-TdT* [(C) (*n* = 4); (E) (*n* = 3)] and *Hopx-TdT* [(D and F) (*n* = 3)] cerebella. (**G** to **K**) Immunofluorescent (IF) analysis used for the quantification of the TdT^+^ cells by cell type at P30 [(G to I) Tm at P0; (J and K) Tm at P5] in *Ascl1-TdT* animals (*n* = 4 and *n* = 3 brains, Tm at P0 and P5, respectively). Insets in (I) show representative examples of IGL and WM astrocytes and a rare oligodendrocyte (iii, asterisk). Inset in (K) shows a stellate neuron. (**L** to **P**) IF used for analysis and the quantification of the distributions of the TdT^+^ cells by cell type at P30 [(L to N) Tm at P0; (O and P) Tm at P5] in *Hopx-TdT* animals (*n* = 3 brains per age). Insets in (L) to (N) and (O) show representative examples of IGL and WM astrocytes and rare oligodendrocytes (asterisk). (**Q** and **R**) Sankey plots showing the distribution of the progeny of the neurogenic (*Ascl1*^+^) and the gliogenic (*Hopx*^+^) NEPs at P30. Only percent values that are ≥2 are shown in the graphs (refer to tables S3 and S4 for all the values). The overlap between the *Ascl1*^+^ and *Hopx*^+^ cells [~10% at P0 is not represented in (P) for simplicity, see fig. S5]. Scale bars, 50 μm. PVALB, parvalbumin.

Long-term GIFM in *Ascl1-TdT* mice revealed that, in fact, almost all the progeny of the *Ascl1*^+^ NEPs labeled at P0 and P5 are PVALB^+^ ML INs in the outer layer of the cerebellum at P30 (P0: 95.1 ± 2.3%, *n* = 4, P5: 97.0 ± 4.5%, *n* = 3; Fig. 2, G to K, Q, and R, and table S3). As expected, because ML INs are produced in an inside-to-outside manner after birth, the progeny of the *Ascl1*^+^ NEPs labeled at P5 was restricted to the outer ML containing stellate cells (latest-born INs) (Fig. 2, J and K), whereas the progeny of the *Ascl1*^+^ NEPs labeled at P0 included both later-born INs and earlier-born basket neurons in the inner ML that have processes in the BgL (Fig. 2, G and H). Only rare S100β^+^ astrocytes in the lobule WM or IGL and very rare oligodendorcytes and no granule cells were labeled in the P30 cerebellum after labeling at P5 with Tm (Fig. 2R and table S3). More astrocytes were generated from P0 *Ascl1*^+^ NEPs than P5 (primarily in the WM, 2.15 ± 1.1%, *n* = 4 compared to Tm at P5: 1.1 ± 1.6%, *n* = 3), in addition to very rare granule cells and Bg (Fig. 2, I and Q, and table S3). These results not only confirm that there is an *Ascl1*^+^ neurogenic NEP subtype in the lobule WM of the neonatal cerebellum but also demonstrate that it has a restricted lineage as early as P0 to almost exclusively ML INs. Rare glia are also detected with *Ascl1-TdT* GIFM, and the proportion is slightly higher at P0 raising the possibility of a bipotent WM progenitor earlier in development (Fig. 2, Q and R).

In contrast to *Ascl1-TdT* GIFM, short-term labeling in P7 *Hopx-TdT* animals given Tm at P5 showed that the majority of the TdT^+^cells were in the BgL (72.3 ± 6.2%, *n* = 3; Fig. 2F and fig. S2, H and I). Marker analysis showed that all TdT^+^ cells were SOX2^+^ (fig. S3, K and L). In the WM of the lobules, a subpopulation of SOX2^+^ cells was TdT^+^ (25.6 ± 6.1% of TdT^+^ cells, *n* = 3) along with very rare SOX2^+^ cells in the inner EGL (1.1 ± 0.3% of TdT^+^ cells, *n* = 3, Fig. 2, B and F, and fig. S3, K to M). In contrast, when Tm was administered at P0, short-term labeling revealed that while all TdT^+^ cells were SOX2^+^ and the majority were in the BgL (64.2 ± 3.1%, *n* = 3), there was an increase in the proportion of TdT^+^ cells that were in the IGL and WM (19.8 ± 4.3%, *n* = 3) or appeared to be migrating IN progenitors in the ML + BgL because they lacked a Bg-like morphology (14.8 ± 1.2%, *n* = 3)(Fig. 2, B and D, and fig. S3, H to J). When the progeny of the *Hopx-TdT^+^* cells were analyzed at P5, 4 days after Tm at P0 to allow labeled cells to differentiate, we observed that most of the TdT^+^ cells in all layers were S100β^+^, but in addition rare PAX2^+^ *Hopx-TdT^+^* cells were detected (fig. S4, H to M). These results indicate that *Hopx*-expressing NEPs in the WM at P0 give rise to INs in addition to astrocytes and thus could be bipotent (Fig. 2, B, D, and F, and figs. S3, H to M, and S4, H to M).

Long-term GIFM of *Hopx-TdT* mice at P30 showed that when Tm was administered at P5, 98.2 ± 0.6% (*n* = 3) of the TdT^+^ cells were astroglia (70.4 ± 2.7% Bg, 25.8 ± 2.1% astrocytes in the IGL and WM) and rare oligodendrocytes in the WM (1.3 ± 1.0%) and only ~1.8% were inhibitory neurons (1.1 ± 0.3% in the ML) (Fig. 2, O, P, and R, and table S4). In contrast, 31.1 ± 1.3% of the progeny of the *Hopx*-expressing NEPs labeled at P0 were ML INs at P30 (*n* = 3; Fig. 2, L to N and Q). Together, our GIFM results demonstrate that *Hopx*^+^ WM-NEPs give rise to both ML INs and astrocytes, providing evidence for a bipotent NEP progenitor at P0 in the WM (Fig. 2, Q and R, and table S4). Most of the *Hopx*-NEPs, however, give rise to Bg and/or astrocytes in the lobules.

Proliferation analysis of both (*Ascl1*^+^) and (*Hopx^+^)* short-term fate mapped NEPs using 1-hour 5-ethynyl-2′-deoxyuridine (EdU) incorporation showed that all NEP populations are proliferative, confirming their progenitor status (fig. S3, N to O). Last, both *Hopx-TdT* and *Ascl1-TdT* cerebella that were administered Tm at P0 and analyzed at P2 for ASCL1 or HOPX protein, respectively, showed that ~10% of the TdT^+^ cells were double labeling, revealing that a subset of NEPs in the WM express *Ascl1* and *Hopx*. Thus, there is an overlap in the two progenitor populations being labeled with each CreER line at P0, whereas at P5 the overlap was less than 1% (fig. S5).

RNA in situ analysis of the WM-NEP marker *Igfbp5* showed expression in the WM of both the deep cerebellum and lobules, whereas *Hopx* and *Ascl1* expression was restricted to the lobules at P5 (fig. S6, C to E). Consistent with the expression, there was no labeling in the deep WM cells at both P7 and P30 after Tm was administered at P5 both in the *Ascl1-TdT* and the *Hopx-TdT* cerebella (fig. S6, F to M). This result reveals that the lineages of NEPs expressing these genes at P5 are restricted to the lobules. Unexpectedly, when Tm was administered at P0, *Ascl1-TdT* GIFM but not *Hopx-TdT* GIFM showed labeling of cells at P2 and P30 in the deep WM. *Ascl1-TdT^+^* cells were all SOX2^+^ at P2, and the cells had glial morphology and were mostly S100β^+^ at P30 (fig. S6, N to U, and table S5). Given that the INs of the cerebellar nuclei are generated during embryonic development directly from the ventricular zone, the deep WM-NEPs should only be gliogenic postnatally. However, a specific marker for this population of NEPs is yet to be identified.

Overall, the GIFM studies validate the identities of the astrogliogenic (*Hopx*^+^)– and neurogenic (*Ascl1*^+^)–NEP subtypes at P5 obtained via scRNA-seq (Fig. 1F) and also uncovered a WM-NEP population in the lobules that expresses *Hopx* and primarily produces astrocytes at P5 but also generates ML INs at P0 (Fig. 2, Q and R). GIFM also demonstrates that *Ascl1*-expressing NEPs have a lineage that is largely restricted to ML INs at P0 and P5 (Fig. 2, Q and R). Furthermore, WM-NEPs expressing *Ascl1* or *Hopx*, especially *Hopx*^+^, appear to have greater plasticity at P0 than P5, suggesting the existence of a bipotent progenitor that produces astrocytes and ML INs.

### Transcriptional programs of *Ascl1*-NEPs diverge between nonIR and IR mice

We next assessed the effects of injury on the neurogenic and gliogenic NEPs by RNA in situ analysis, in particular to understand how the fate of gliogenic NEPs in the BgL is switched to GCPs upon injury. RNA in situ analysis of the gliogenic NEP marker *Hopx* and Bg lineage marker *Gdf10* on sections from nonIR and IR P5 cerebella showed that their expression pattern was not changed by irradiation, as expression remained in the BgL with weak *Hopx* in the WM. As expected, the BgL was thicker reflecting the increased proliferation of BgL-NEPs upon irradiation (fig. S7, A to D) (*12*). Expression of the WM-NEP marker *Igfbp5* was reduced in IR NEPs in both the lobules and deep cerebellum based on RNA in situ analysis (fig. S7, E to I), consistent with a reduction in the number of *Igfbp5*-expressing cells detected via scRNA-seq (nonIR: 750 of 2015 versus IR: 153 of 1376 cells, and Fig. 1K). 

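An Igfbp5 UMI was found in 256 of 957 (26.8%, 24.0 to 29.7%) NEPs of nonIR replicate 1 and 700 of 1809 (38.7%, 36.4 to 41.0%) of nonIR replicate 2, and in 130 of 1126 (11.5%, 9.74 to 13.6%) of IR replicate 1 and 81 of 895 (9.05%, 7.25 to 11.1%) of IR replicate 2 (exact 95% intervals). Together these are 956 of 2766 nonIR (34.6%) and 211 of 2021 IR NEPs (10.4%). With cells thinned to 600 UMIs, the shares were 10.7% and 11.9% in the nonIR and 3.91% and 1.90% in the IR samples, and those in microglia-like cells, the background, were 6.15% and 2% in the nonIR samples and 0 of 45 (0 to 7.87%) and 0 of 10 cells (0 to 30.8%) in the IR samples. By class, the nonIR and IR shares at full depth were 9.14% and 4.40% in Bg-like, 35.3% and 9.52% in astrocyte-like, 20.3% and 7.63% in neurogenic and 39.9% and 11.8% in neural progenitor NEPs. The granule lineage as a whole showed the difference as well, with 13.2% and 12.8% of nonIR and 5.01% and 2.01% of IR cells at 600 UMIs. In all NEPs, Igfbp5 had a log2 fold change of -1.95 (standard error 0.51, adjusted p = 0.998 from edgeR), below the nonIR samples in 2 of 2 IR samples. The adjusted p was 0.0833 with the replicate as a block and 0.045 in DESeq2, and 8.25e-09 to 1.00 over all alternatives run. In neural progenitor NEPs the log2 fold change was -2.17 (standard error 0.55, adjusted p = 1.00 from edgeR, 0.0358 with the block, 0.0348 in DESeq2 and 1.32e-10 to 1.00 over all alternatives).

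**Figure D4:**
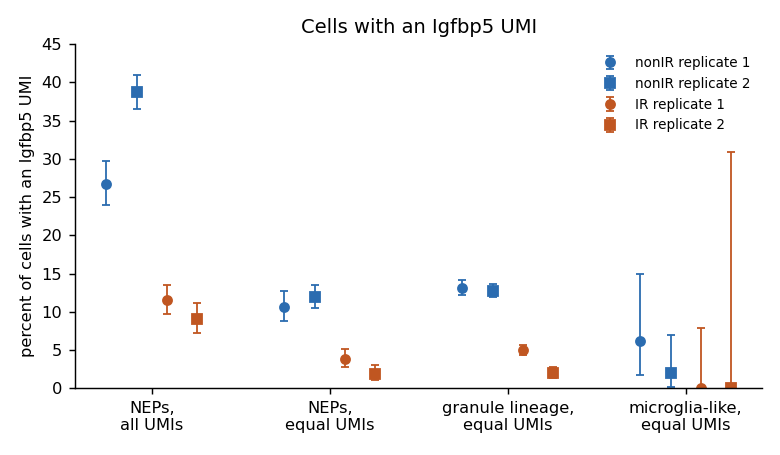
Share of cells with at least 1 Igfbp5 UMI (percent, y axis) in NEPs at full depth and in NEPs, granule lineage cells and microglia-like cells thinned to 600 UMIs per cell (x axis), with a point per sample, colored by condition, and exact 95% binomial intervals. At full depth the NEPs of the nonIR samples lie at 26.8% and 38.7% and the IR samples at 11.5% and 9.05%.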

Notably, RNA in situ hybridization for *Ascl1* on P5 nonIR and IR cerebellar sections showed a clear appearance of *Ascl1* expression in the BgL after irradiation (fig. S7, J and K). To confirm that injury induces ventricular zone–bHLH gene expression in BgL-NEPs, we performed immunoflourescence analysis of P5 *Nes-Cfp/*+ cerebella and detected a significant increase in the number of ASCL1^+^ CFP^+^ cells in the BgL of IR cerebella compared to nonIR P5 littermates (3.1 ± 0.4–fold, *n* = 3, *P* = 0.006, Student’s *t* test; Fig. 3, A and B, and fig. S8, A to F). Moreover, quantification of the number of ASCL1^+^ CFP^+^ cells every day between P2 and P6 and at P8 showed that expression in BgL-NEPs peaks 3 to 4 days after irradiation (Fig. 3B). In summary, RNA in situ hybridization and immunoflourescence analysis revealed that after injury, *Igfbp5* expression is reduced throughout the WM, whereas the *Ascl1* becomes ectopically expressed in the BgL.

**Fig. 3.**
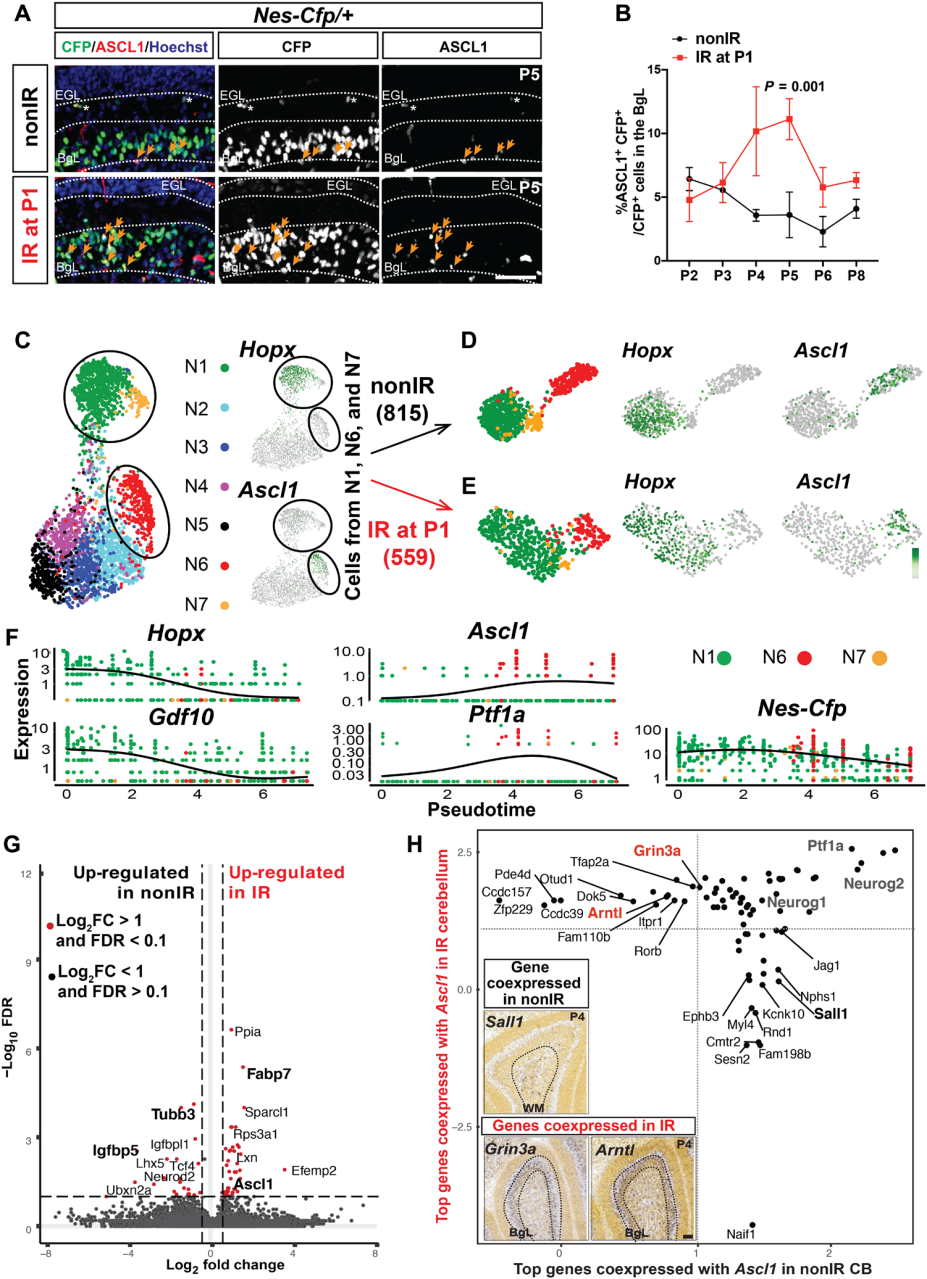
Transcriptional programs of *Ascl1*^+^ NEPs diverge between nonIR and IR conditions and a transitory *Ascl1*^+^ transitory cell state emerges upon injury. (**A**) IF analysis for ASCL1 and CFP on P5 nonIR and IR *Nes-Cfp* cerebella. (**B**) Quantification of percentage of ASCL1^+^ CFP^+^ cells in the BgL at P2 to P6 and P8 in nonIR and IR *Nes-Cfp* cerebella [two-way analysis of variance (ANOVA), *F*_(1,15)_ = 25.75, *P* = 0.0001]. (**C** to **E**) UMAP showing subclustering of the nonIR (B) and the IR (C) cells from clusters N1, N6, and N7 (circled; Fig. 1F). (**F**) Pseudotemporal ordering of the IR NEPs from N1, N6, and N7 using Monocle3. Cells are colored on the basis of their original cluster identity shown in (C). Expression levels of marker genes *Hopx*, *Gdf10* (astroglia), *Ascl1*, *Ptf1a* (neurogenic), and *Nes-Cfp* (pan-NEP) are plotted with respect to pseudotime. (**G**) Volcano plot showing the differentially expressed genes [fold change (FC)] obtained from the comparison of the nonIR cells to the IR cells in cluster N6 (*Ascl1*-enriched NEPs; table S6). (**H**) Analysis of the genes that are most likely to be coexpressed with *Ascl1* in the nonIR and IR NEPs. Quadrants represent whether a gene is coexpressed only in the nonIR cells (lower right) or IR cells (upper left) or in both condition (top right). Insets show Allen Brain Atlas RNA in situ analysis for *Sall1*, *Grin3a*, and *Arntl* in the P4 cerebellum. Scale bar, 50 μm.

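edgeR called 0 of 3169 genes in Bg-like, 0 of 3665 in neurogenic and 0 of 12549 in neural progenitor NEPs between IR and nonIR at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 158, 131 and 420 genes, where chance alone gives 158, 183 and 627. With the replicate as a block there were 209, 213 and 932 such genes, above the chance number in each class. With the replicate as a block, edgeR called 19 genes in Bg-like (6 higher and 13 lower in IR), 14 in neurogenic (6 and 8) and 24 in neural progenitor NEPs (8 and 16), of which 8, 8 and 12 are mitochondrially encoded. DESeq2 called 9, 1 and 17 genes, edgeR with RLE size factors 0 in each class, and edgeR without a filter on low counts 19, 13 and 102. The block and DESeq2 shared 9 genes in Bg-like, 1 in neurogenic and 12 in neural progenitor NEPs, of which 7, 0 and 7 are mitochondrially encoded, such as mt-Cytb. The summed counts behind the test were 106603 to 204917 UMIs per sample in Bg-like, 48150 to 494053 in neurogenic and 1330768 to 4982021 in neural progenitor NEPs. On simulated counts with this depth, edgeR recovered 75%, 36% and 25% of genes changed 4-fold and 13%, 0% and 0% of those changed 2-fold. There, changes of 2-fold were mostly out of reach. The simulation took the spread from its trend over expression levels and held no pair effect. Without nonIR replicate 1, edgeR called 59 genes in Bg-like and 103 in neurogenic NEPs, and without IR replicate 2, 23 and 0. Without nonIR replicate 2 the counts were 0 and 10, and without IR replicate 1, 6 and 3.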

To assess the effects of injury on the transcriptional programs of the *Hopx*^+^ (N1) and *Ascl1*^+^ (N6) NEPs and the neural progenitors (clusters N2 to N5), we performed gene set enrichment analysis (GSEA) of the differentially expressed genes between nonIR and IR cells obtained from the scRNA-seq. 

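In Bg-like NEPs, 16 of 21 genes of the antioxidant list were higher in IR (median log2 fold change 0.24), among them Prdx1, a peroxiredoxin gene, with log2 fold change of 0.64 (standard error 0.27, adjusted p = 0.884 from edgeR). The list did not pass camera, a test of a gene list against all other genes (adjusted p = 0.0797, and adjusted p = 0.491 with an estimated correlation). Genes of oxidative phosphorylation encoded in the nucleus, such as Cox5b and Ndufb3, passed it, with 67 of 73 higher in IR (adjusted p = 4.35e-08, and 0.491 with an estimated correlation), as did p53 targets, with 4 of 5 higher (adjusted p = 0.000354, and 0.431 with an estimated correlation). In neurogenic NEPs, all 12 astroglial genes tested, among them Fabp7, Sparcl1, Slc1a3 and Apoe, were higher in IR (median log2 fold change 0.99, adjusted p = 1.27e-11 from camera and 0.34 with an estimated correlation). In Bg-like NEPs 27 genes of this list were tested. A gene could pass the filter on low counts through 1 condition alone, which may favor genes that are higher there. None of the 12 passed edgeR over all genes, and 5 were higher when adjusted over the list alone. Over the genes shared with each alternative, their median was 1.02 with 15 neighbors and 0.76 with doublet calls removed, against 1.10 as reported. With 2000 clustering genes it was 0.59, against 0.99. Genes of the GABAergic lineage and mitochondrially encoded genes were lower in this class, which also holds interneuron-like cells that other clusterings set apart. The proneural list, with Ascl1 and Ptf1a, had 9 of 15 genes higher in IR (adjusted p = 0.0588, and adjusted p = 0.378 with an estimated correlation; 1 higher when adjusted over the list alone), and the antioxidant list 17 of 22 (adjusted p = 0.000727, and 0.407 with an estimated correlation). Neuronal differentiation genes, such as Neurod2 and Crmp1, were lower in 21 of 23 cases (adjusted p = 6.71e-08, and 0.378 with an estimated correlation). The gene lists were fixed by hand and stand in for Gene Ontology terms, since no term database was at hand. Parts of the astroglial and proneural lists come from the paper's tables, which rest on these same libraries. Their values from camera are therefore not independent evidence. fry, which asks only whether a list moves one way, called the p53 targets in Bg-like NEPs (adjusted p = 0.0263, and 0.0243 to 0.837 over the alternatives) and no list in neurogenic NEPs. The replicate block ended this call (adjusted p = 0.397), as did leaving out any 1 of the 4 samples. Without nonIR replicate 2, the antioxidant list no longer passed camera in neurogenic NEPs (adjusted p = 0.195), and the proneural list passed without nonIR replicate 1, nonIR replicate 2 or IR replicate 2 (adjusted p = 0.0469, 0.024 and 0.00229). Over the alternatives other than the estimated correlation, camera's adjusted p in Bg-like NEPs was 0.0779 to 0.425 for the antioxidant, 4.21e-10 to 0.0305 for the oxidative phosphorylation and 0.000371 to 0.0106 for the p53 list. In neurogenic NEPs it was 7.9e-14 to 2.88e-05 for the astroglial, 0.00229 to 0.332 for the proneural, 0.000145 to 0.195 for the antioxidant and 5.62e-10 to 0.00871 for the neuronal list.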

In the *Hopx*-enriched cluster (N1; fig. S7L and table S6), we found an increase in Gene Ontology terms for antioxidant activity and response to oxygen radicals, whereas for the *Ascl1*-enriched cluster (N6; fig. S7M and table S6), cell fate determination, regulation of stem cell activity, and astrocyte differentiation were increased upon injury. 

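In neural progenitor NEPs, 85 of 93 ribosomal protein genes and 69 of 74 nuclear-encoded oxidative phosphorylation genes were higher in IR, with median log2 fold changes of 0.39 and 0.27. Both lists passed camera (adjusted p = 5.78e-09 each, and adjusted p = 0.722 with an estimated correlation). Of the cell cycle lists, G1/S genes had 15 of 23 members higher in IR (adjusted p = 0.177) and G2/M genes 17 of 28 (adjusted p = 0.791), and neither passed. Mki67 had a log2 fold change of -0.10 (standard error 0.23) and Top2a 0.01 (standard error 0.26), both with an adjusted p of 1.00. Neuronal differentiation genes were lower in IR in 17 of 25 cases (median -0.11, adjusted p = 0.0215, and 0.722 with an estimated correlation), such as Dpysl5 and Cntn2 with log2 fold changes of -0.78 and -0.60. GABAergic lineage genes were lower in 7 of 7 cases, among them Gad1 and Lhx5 with log2 fold changes of -3.51 and -2.06 (adjusted p = 3.2e-14, and adjusted p = 0.412 with an estimated correlation; 3 lower when adjusted over the list alone). The proneural list was lower in 17 of 19 cases (adjusted p = 2.7e-07, and 0.42 with an estimated correlation; 2 lower when adjusted over the list alone). Lists of other cell types fell as well, with oligodendrocyte genes lower in 6 of 8 cases (median -0.92, adjusted p = 0.000254) and astroglial genes in 15 of 25 (median -0.19, adjusted p = 0.0414; 0.722 each with an estimated correlation), and neither passed without nonIR replicate 2 (adjusted p = 0.677 and 0.655), nor astroglial genes without IR replicate 1, and the GABAergic list was also lower in the granule cell lineage as a whole. Single samples decided several of these calls. Without IR replicate 2 the ribosomal list had a median log2 fold change of 0.00 and did not pass (adjusted p = 0.847), and the oxidative phosphorylation list did not pass without nonIR replicate 2 or IR replicate 2 (adjusted p = 0.115 and 0.0633). The neuronal list failed without either nonIR sample (adjusted p = 0.144 and 0.115) and had a median of 0.05 without IR replicate 1. G1/S genes passed without nonIR replicate 2 or IR replicate 1 (adjusted p = 0.0395 and 0.0206). The GABAergic and proneural lists passed with each sample left out, at an adjusted p of 9.12e-15 to 6.61e-07 and 2.28e-07 to 0.00313 over the alternatives other than the estimated correlation. Only camera with its preset correlation made these calls, fry made none (smallest adjusted p = 0.388), and the 2 GCP-like clusters within this class drew on the samples unequally.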

In the NEPs from clusters N2 to N5, we observed up-regulation of the Gene Ontology terms for metabolic processes and cell cycle regulation in IR cells whereas terms related to neural differentiation and activity were increased in nonIR cells (fig. S7N and table S6), suggesting that the main differences between the IR and nonIR neural progenitors are related to their differentiation status. Thus, injury induces distinct transcriptional changes in the NEP subtypes and subpopulations.

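In Bg-like NEPs, Cdkn1a, the p53 target gene that encodes the cell cycle inhibitor p21 (ENSMUSG00000023067.13, chromosome 17 of GRCm38 from 29090976 to 29100727), was at 43.1 ± 25.4 TMM-normalized CPM (SD, n = 2) in nonIR and 292 ± 23.6 in IR. This is a log2 fold change of 2.84 (standard error 0.47, adjusted p = 0.21 from edgeR), and the adjusted p was 5.83e-05 with the replicate as a block and 2.43e-05 to 0.944 over all alternatives run. Sfrp1, a Wnt antagonist gene, and Gnai3, a G protein gene, were lower in both IR samples, with log2 fold changes of -2.46 (standard error 0.60, adjusted p = 0.578 from edgeR, 0.0104 with the block and 0.0104 to 1.00 over all alternatives) and -2.41 (standard error 0.45, adjusted p = 0.222, 0.00617 with the block and 0.00617 to 1.00 over all). Malat1, a nuclear long noncoding RNA, had a log2 fold change of 1.58 (standard error 0.31, adjusted p = 0.228 from edgeR), and mt-Cytb -2.36 (standard error 0.42). The method leaves nuclei unlysed, as the paper states, so counts of a nuclear RNA may not follow its level in the cell. Hopx was at 1492 ± 628 normalized CPM in nonIR and 2139 ± 226 in IR, a log2 fold change of 0.51 (standard error 0.33, adjusted p = 0.884 from edgeR), and Gdf10 had a log2 fold change of 0.49 (standard error 0.30). Neither passed the test. Cdkn1a was also higher in both IR samples of neurogenic NEPs, with a log2 fold change of 2.53 (standard error 1.44), and of neural progenitor NEPs, with 1.29 (standard error 0.26). Without the block, no gene passed edgeR's test in any class, whereas with it 19, 14 and 24 genes passed in Bg-like, neurogenic and neural progenitor NEPs. Sfrp1, Gnai3 and Malat1 were chosen after their values were seen, from the genes that the blocked fit calls.

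**Figure D5:**
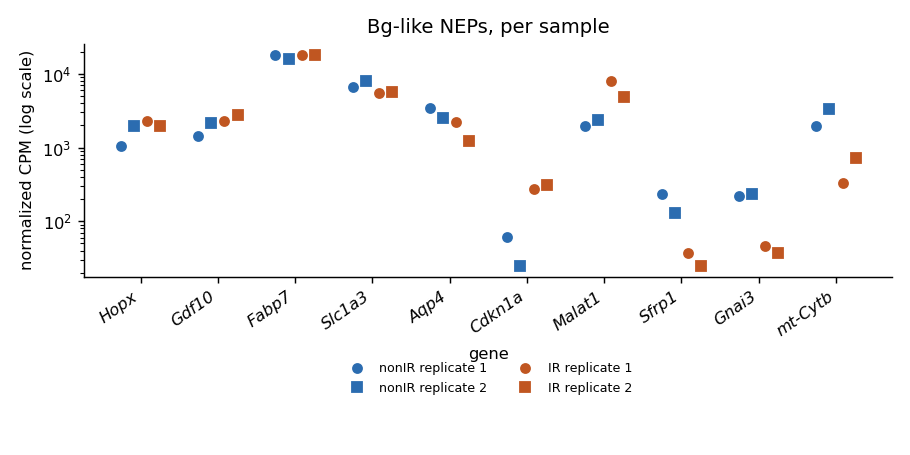
TMM-normalized CPM (y axis, log scale) of genes in Bg-like NEPs (x axis), with a point per sample, colored by condition. Cdkn1a lies at 61.1 and 25.1 CPM in the nonIR samples and 276 and 309 in the IR samples, and Hopx lies at 1048 and 1937 CPM in the nonIR samples and 2298 and 1979 in the IR samples.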

To further assess the injury-induced changes on the gliogenic (N1 and N7) and *Ascl1*^+^ neurogenic (N6) NEPs, we clustered only the nonIR (*n* = 815) or IR (*n* = 559) cells from the three clusters (Fig. 3, C to E). 

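The gliogenic and neurogenic classes held 1020 nonIR cells (175 Bg-like, 476 astrocyte-like and 369 neurogenic) and 670 IR cells (182, 357 and 131). By sample, neurogenic cells numbered 123 and 246 in nonIR replicates 1 and 2, and 97 and 34 in IR replicates 1 and 2. The 34 cells of IR replicate 2 limit every value for IR neurogenic NEPs. The median depth of neurogenic NEPs was 1088 and 1728 UMIs in the nonIR and 1166 and 1058 UMIs in the IR samples, and that of Bg-like NEPs 1096, 1883, 1203 and 1022 UMIs.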

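How far the gliogenic classes, marked by Hopx, and the neurogenic class, marked by Ascl1, were separated was measured as the share of nearest neighbor links that join a gliogenic and a neurogenic NEP, over the share expected from the class sizes. A value of 1 means full mixing and 0 means none. In nonIR replicate 1 the value was 0.444 (SD over 50 random draws of cells 0.0602), and in nonIR replicate 2 it was 0.390 (SD 0.0663). Each draw took 34 cells per class, thinned to 600 UMIs, and the 15 nearest neighbors by Spearman correlation. Hopx and Ascl1 were found together in fewer cells of these classes than chance gives, with log2 ratios of observed over expected of -0.08 in nonIR replicate 1 and -0.26 in replicate 2, and these intervals include 0 (-0.99 to 0.70 and -0.80 to 0.23).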

When nonIR cells from N1, N6, and N7 were subclustered, gliogenic NEPs (*Hopx^+^*) and neurogenic NEPs (*Ascl1*^+^) formed two well-separated clusters in the Uniform Manifold Approximation and Projection (UMAP) space (Fig. 3D), in line with the GIFM analysis at P5 showing that the NEP subtypes generate distinct cell types (Fig. 2R). When the IR cells from N1, N6, and N7 were subclustered, gliogenic and neurogenic NEPs showed more of a continuum in the UMAP space (Fig. 3E). 

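In IR replicate 1 the share of links between gliogenic and neurogenic NEPs was 0.461 of that expected (SD over draws 0.0479), and in IR replicate 2 it was 0.574 (SD 0.0438). Both IR samples lay above both nonIR samples, IR replicate 1 by less than the SD over draws. IR replicate 2 has just 34 neurogenic cells, so each draw took the same ones and its SD leaves out their sampling. With doublet calls removed, the values were 0.382 and 0.349 in the nonIR and 0.431 and 0.562 in the IR samples. Without thinning, nonIR replicate 1 (0.375) and IR replicate 1 (0.378) differed by less than the sampling noise. The cells of all 4 samples kept fewer links between the classes than full mixing gives.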

Pseudotime analysis on the IR NEPs from clusters N1, N6, and N7 (Fig. 3E) using Monocle3 further confirmed that IR *Hopx*-expressing cells precede IR *Ascl1*-expressing cells and showed that the expression of BgL-NEP genes (*Hopx* and *Gdf10*) were diminished as the *Ascl1* (and *Ptf1a*) expression increased, while overall, *Nes-Cfp* expression remained high throughout (Fig. 3F). Furthermore, differential expression analysis of the nonIR cells compared to the IR cells in neurogenic cluster N6 showed up-regulation of genes such as *Fabp7*, which are seen in astroglia as well as *Ascl1* itself in IR cells (log_2_ fold change > 1, FDR < 0.1; Fig. 3G and table S7), whereas in the nonIR condition, genes differentially up-regulated included neural genes (*Tubb3*) or WM genes such as *Igfbp5* (log_2_ fold change > 1, FDR < 0.1; Fig. 3G and table S7). These findings indicate that a transitional state arises after injury with *Ascl1* as a marker gene, and together with the RNA in situ analysis, we propose that, upon injury, BgL-NEPs transition into a new neurogenic state typified by *Ascl1* expression.

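IR gliogenic and neurogenic NEPs were ordered along the first diffusion component, computed without Hopx, Gdf10, Ascl1, Ptf1a and NestinCFP, and split into 5 bins of equal size. From the first to the last bin, Hopx was at 1715, 688, 681, 298 and 96.4 CPM in IR replicate 1 and at 1771, 1106, 555, 227 and 111 CPM in IR replicate 2. Gdf10 was at 1745, 765, 871, 371 and 193 CPM in replicate 1 and at 2334, 1487, 1193, 523 and 361 CPM in replicate 2. Ascl1 was at 82.0, 329, 134, 169 and 398 CPM in replicate 1, with its highest level in the last bin. In replicate 2 it was at 48.3, 11.9, 103, 50.5 and 36.9 CPM, without a trend, from 1 to 15 UMIs per bin. Ptf1a was at 37.3, 145, 67.0, 56.4 and 109 CPM in replicate 1 and at 0, 71.4, 27.4, 10.8 and 66.4 CPM in replicate 2. NestinCFP was at 5651, 4107, 3571, 2070.2 and 1484 CPM in replicate 1 and at 7164, 7839, 6491, 3427 and 1674 CPM in replicate 2, lower in the last bin than in the first in both. Neurogenic cells made up 0% of the first and 76.7% of the last bin in replicate 1, and 0% and 54.5% in replicate 2. nonIR NEPs ordered the same way had Hopx at 752, 407, 144, 20.8 and 16.1 CPM in replicate 1 and 1246, 747, 254, 113 and 14.5 CPM in replicate 2, and their Ascl1 peaked in the fourth bin at 368 and 241 CPM. The axis orders cells by similarity, its direction was set by Hopx, and it holds no measure of time. In replicate 2, Ascl1 went from 68.4 CPM in the first to 213 CPM in the last bin once doublet calls were removed.

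**Figure D6:**
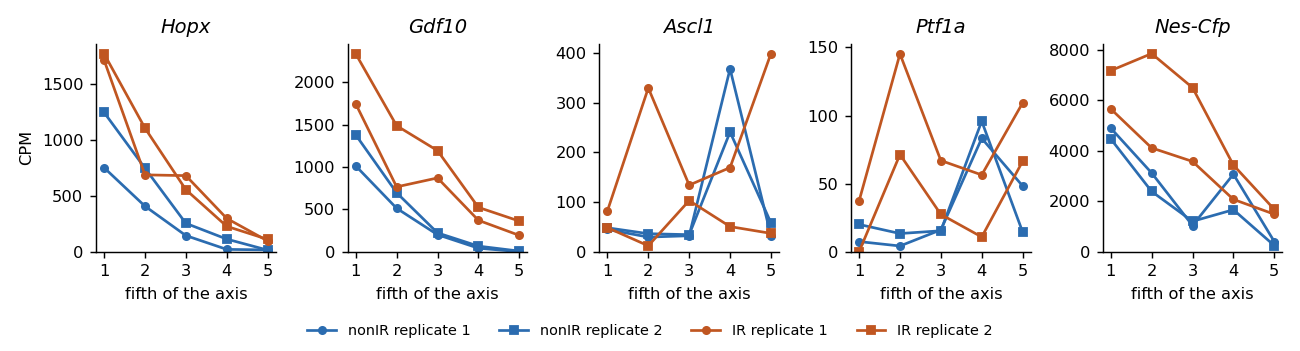
CPM (y axis) of Hopx, Gdf10, Ascl1, Ptf1a and NestinCFP along 5 bins of the gliogenic to neurogenic axis (x axis), with a line per sample, colored by condition. Hopx goes from 1715 to 96.4 CPM in IR replicate 1 and from 1771 to 111 CPM in IR replicate 2.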

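In neurogenic NEPs, Ascl1 was at 392 and 272 TMM-normalized CPM in nonIR replicates 1 and 2 and at 930.3 and 262 CPM in IR replicates 1 and 2. This is a log2 fold change of 0.97 (standard error 0.50, adjusted p = 1.00 from edgeR), and the IR mean rests on replicate 1, since the log2 fold change was -0.39 without it and Ascl1 had 10 UMIs in IR replicate 2. Fabp7 was at 1078 ± 481 CPM (SD, n = 2) in nonIR and 2370.5 ± 203 in IR, a log2 fold change of 1.15 (standard error 0.34, adjusted p = 1.00 from edgeR), higher in 2 of 2 IR samples. Sparcl1 had a log2 fold change of 1.41 (standard error 0.29, adjusted p = 1.00 from edgeR), and Ptf1a a log2 fold change of 1.63 (standard error 0.38, adjusted p = 1.00 from edgeR). With the replicate as a block, the adjusted p was 0.0196 for Sparcl1, 0.048 for Ptf1a, 0.12 for Fabp7 and 0.82 for Ascl1, and over all alternatives run it was 0.0185 to 1.00, 0.0349 to 1.00, 2.51e-06 to 1.00 and 0.0597 to 1.00 in the same order. Hes5, a Notch target gene, also passed with the block (adjusted p = 1.93e-05, and 6.2e-10 to 1.00 over all alternatives), but its log2 fold change of 1.84 ranged over -0.13 to 5.35 as each sample was left out. Among genes higher in nonIR, Tubb3 was at 1257 ± 5.05 CPM in nonIR and 1088 ± 131 in IR, a log2 fold change of -0.20 (standard error 0.27, adjusted p = 1.00 from edgeR). Igfbp5 had a log2 fold change of -1.52 (standard error 0.79, adjusted p = 1.00 from edgeR), and without nonIR replicate 2 it was 0.05. Neurod2, a neuronal bHLH gene, and Lhx5 had log2 fold changes of -1.21 and -1.06, and Pax2 of -1.20. Interneuron-like cells, which other clusterings set apart, are part of this class, so its makeup may enter these values. Without the block, no gene passed edgeR's test in this class, also at the adjusted p under 0.1 and absolute log2 fold change over 1 that the paper used. With the block, 14 genes passed at an adjusted p under 0.05, and the paper's threshold was not applied to that fit. Of 537 genes of Table S7 that could be compared for N6, 504 had the paper's direction, but these genes come from the same libraries as the paper's values and are not independent replicates.

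**Figure D7:**
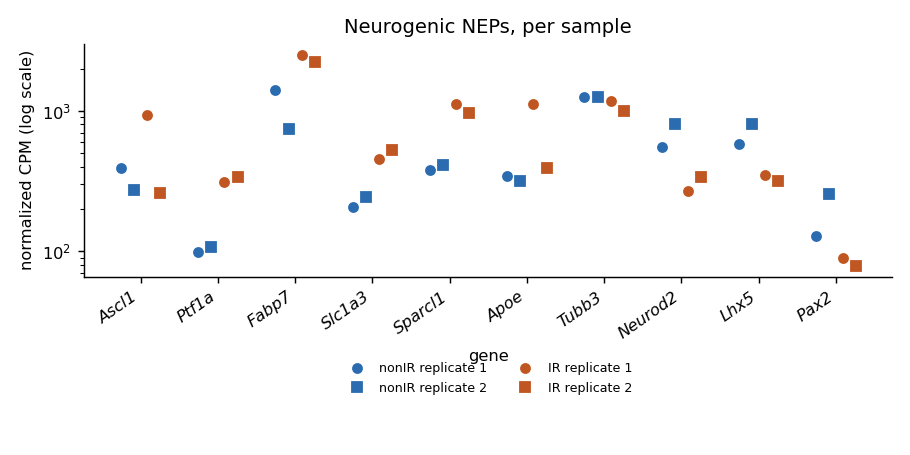
TMM-normalized CPM (y axis, log scale) of genes in neurogenic NEPs (x axis), with a point per sample, colored by condition. Ascl1 in IR replicate 2 (262 CPM) lies below both nonIR samples, whereas Fabp7, Sparcl1 and Ptf1a are higher in both IR samples than in both nonIR samples.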

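Ascl1 UMIs were found in 23.6% and 24.4% of neurogenic NEPs of the nonIR samples and in 42.3% and 23.5% of those of the IR samples. In Bg-like NEPs, which express Hopx, the shares were 7.41% and 8.51% in the nonIR and 8.91% and 3.70% in the IR samples, and 4, 7, 7 and 3 Bg-like cells held both transcripts. Hopx was found in 2 and 3 of the Ascl1-positive neurogenic NEPs of the nonIR samples and in 4 and 0 of those of the IR samples. Over all NEPs, the log2 ratio of observed over expected cells with both Hopx and Ascl1 was 0.51 and 0.53 in the nonIR and 0.51 and 0.58 in the IR samples, and the conditions differed by less than the sampling noise. Over gliogenic and neurogenic NEPs alone, the IR ratios were -0.67 and -0.48. In microglia-like cells, 5 of 165 nonIR and 1 of 55 IR cells held an Ascl1 UMI. From the continuum of IR cells, the order of Hopx before Ascl1 in pseudotime, the astroglial genes and Ascl1 in IR N6 cells and its RNA in situ data, the paper proposes that after injury NEPs of the Bergmann glia layer pass into a neurogenic state marked by Ascl1. It also reports more cells with ASCL1 and CFP protein in that layer after irradiation, and fate mapping of Hopx and Ascl1 cells. The counts here do not cover that evidence.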

To further test this idea, we assessed coexpression and mutual exclusivity for all gene pairs and calculated probability ratios of detecting two genes in the same cell (*45*) for the top 50 genes with high *Ascl1* coexpression probability ratios (18 of 100 showed high coexpression probability ratios with *Ascl1* in both IR and nonIR cells; table S8). 

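Genes detected together with Ascl1 were ranked in the 245 nonIR and 142 IR NEPs that held an Ascl1 UMI. Tfap2c, a transcription factor gene of GABAergic progenitors, was found with Ascl1 in 28 nonIR and 17 IR cells, a log2 ratio of observed over expected of 2.69 (95% counting interval 2.10 to 3.22) and 2.92 (2.14 to 3.60). Crym, which encodes a thyroid hormone binding protein, had ratios of 2.64 and 2.72. Of the 50 genes with the highest ratio in each condition, 20 were the same in nonIR and IR. When the NEPs were exchanged at random between the conditions 50 times, the overlap was 20 in the median and 16 to 23 in range, a comparison chosen after the overlap was seen. It exchanged single cells, so its range does not measure the spread between samples. The nonIR replicates shared 11 of their 50 highest genes with each other and the IR replicates 14, counted in single samples. Within replicate 1 the conditions shared 16 genes and within replicate 2, 7. With cells thinned to 600 UMIs the overlap was 4. Genes were protein-coding and found in more than 25 cells of a condition, 11322 in nonIR and 10275 in IR. Across the 76 genes of Table S8, Spearman's rho across genes between the paper's ratios and these was 0.905 in nonIR, and 0.953 over 65 genes in IR, and both come from the same libraries.

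**Figure D8:**
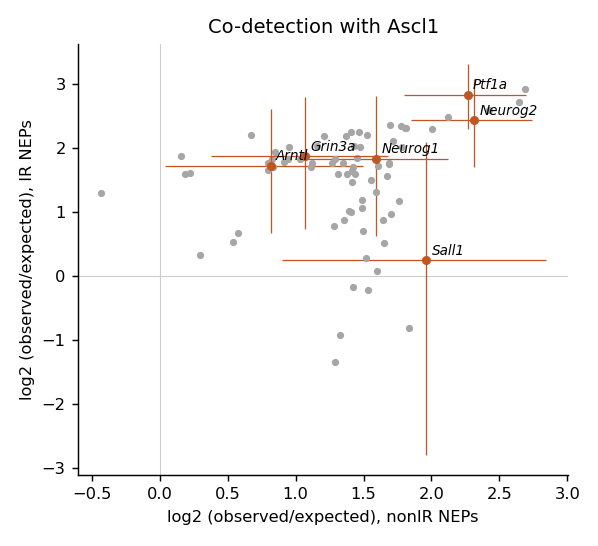
Log2 ratio of the observed over the expected number of NEPs with both Ascl1 and a gene, in nonIR (x axis) and IR (y axis) NEPs, with a point per gene of Table S8 and the genes named in the paper labelled. Ptf1a and Neurog2 lie high in both conditions, and Sall1, Grin3a and Arntl lie off the diagonal with counting intervals that overlap it.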

Among the genes coexpressed with *Ascl1* in both conditions were three other proneural ventricular zone–bHLH genes, *Ptf1a* and *Neurog1/2* (Fig. 3H). 

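Ptf1a was found with Ascl1 in 43 of 101 nonIR cells with the gene (log2 ratio 2.27, interval 1.80 to 2.69) and in 33 of 66 IR cells (2.83, 2.29 to 3.32). Chance alone gives 8.95 and 4.64 such cells. Neurog2, a neurogenin gene (ENSMUSG00000027967.8, chromosome 3 of GRCm38 from 127633135 to 127635631), was found with Ascl1 in 44 of 100 nonIR cells with the gene (log2 ratio 2.31, interval 1.85 to 2.74) and in 19 of 50 IR cells (2.44, 1.70 to 3.08). Neurog1 (ENSMUSG00000048904.4, chromosome 13 of GRCm38 from 56250478 to 56252163) was found with Ascl1 in 28 of 105 nonIR cells with the gene (log2 ratio 1.59, interval 1.00 to 2.12) and in 8 of 32 IR cells (1.83, 0.62 to 2.81). These intervals lie above 0, but they pool samples of unequal depth. For Neurog1 the interval of IR replicate 2 began at -0.88, and with cells thinned to 600 UMIs 0 of the 14 IR cells with Neurog1 held Ascl1, whereas the thinned intervals of Ptf1a and Neurog2 lay above 0 in both conditions. Neurog1 was at 122 ± 65.5 and Neurog2 at 124 ± 33.6 CPM in neurogenic NEPs (SD, n = 4 samples), against 7.40 ± 5.27 and 8.00 ± 2.53 in neural progenitor NEPs.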

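Jag1, which encodes a Notch ligand, had a log2 co-detection ratio with Ascl1 of 1.76 in nonIR (1.07 to 2.37) and 1.17 in IR NEPs (-0.28 to 2.29), and Nphs1, the nephrin gene, 1.70 and 0.96. Kcnk10, Fam198b, Cmtr2, Rnd1, Myl4, Ephb3 and Sesn2 had ratios of 1.29 to 1.83 in nonIR and of -1.34 to 0.29 in IR, where only 1 to 3 cells held both transcripts. In the other direction, Ccdc39, a cilium gene, and Pde4d, a phosphodiesterase gene, had ratios of 0.15 and 0.22 in nonIR and 1.87 (0.74 to 2.80) and 1.61 (0.16 to 2.73) in IR. Itpr1, Rorb and Tfap2a were above 0 in both conditions, with 1.03, 1.11 and 0.83 in nonIR and 1.83, 1.70 and 1.83 in IR. The difference between the conditions was not tested, since an exact permutation test of 2 samples against 2 cannot go below p = 0.33.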

We also detected sets of genes that were coexpressed with *Ascl1* only in nonIR or in IR NEPs (Fig. 3H). 

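Sall1, a zinc finger gene (ENSMUSG00000031665.7, chromosome 8 of GRCm38 from 89027235 to 89044162), was found in 29 nonIR NEPs, 10 of which also held Ascl1, where chance gives 2.57 (log2 ratio 1.96, interval 0.90 to 2.84). It was found in 24 IR NEPs, 2 of which held Ascl1, where chance gives 1.69 (log2 ratio 0.25, interval -2.80 to 2.10). The IR interval contains the nonIR ratio, so a difference between the conditions was not detectable at this depth. Neurogenic NEPs held 14.3 ± 12.7 CPM of Sall1 (SD, n = 4 samples) and Bg-like NEPs 4.40 ± 5.14. The level was highest in microglia-like cells, at 89.5 ± 43.6 CPM, so they are no background for this gene.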

Analysis of P4 RNA in situ data (Allen Brain Atlas) for *Sall1* that is coexpressed with *Ascl1* in nonIR NEPs revealed that its expression is restricted to the WM where *Ascl1*^+^ NEPs normally reside (Fig. 3H). *Grin3a* and *Arntl* that are coexpressed with *Ascl1* in IR NEPs are expressed in the BgL, consistent with the idea that after irradiation *Ascl1* is induced in some BgL-NEPs (Fig. 3H). Furthermore, *Grin3a* and *Arntl* have been implicated in astrocyte injury-related functions (*46*, *47*). 

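Grin3a, which encodes a subunit of the NMDA receptor (ENSMUSG00000039579.15, chromosome 4 of GRCm38 from 49661611 to 49845744), was found with Ascl1 in 21 of 113 nonIR cells with the gene (log2 ratio 1.07, interval 0.38 to 1.68) and in 9 of 35 IR cells (1.87, 0.74 to 2.80). By sample, 2 and 19 nonIR and 8 and 1 IR cells held both. Arntl, the gene of the clock protein BMAL1 (ENSMUSG00000055116.8, chromosome 7 of GRCm38 from 113207465 to 113314126), was found with Ascl1 in 17 of 109 nonIR cells with the gene (log2 ratio 0.82, interval 0.04 to 1.50) and in 10 of 43 IR cells (1.73, 0.67 to 2.61), by sample in 4 and 13 nonIR and 7 and 3 IR cells. For both genes, the nonIR and IR intervals overlap and lie above 0, but these counts pool samples of unequal depth. By sample, the interval included 0 for Grin3a in nonIR replicate 1 and IR replicate 2 and for Arntl in all samples but IR replicate 1. With cells thinned to 600 UMIs no interval excluded 0, with lower ends of -1.60 in nonIR and -0.69 in IR for Grin3a and -4.07 in IR for Arntl, which 0 thinned nonIR cells held with Ascl1. The files hold no position of a cell in the tissue.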

RNA in situ hybridization analysis for *Grin3a* and *Arntl* on P5 nonIR and IR cerebellar sections confirmed their BgL expression pattern and showed no ectopic expression upon irradiation (fig. S8, G to J). Our scRNA-seq comparison of P5 nonIR and IR NEPs and in vivo identification of the location of the NEP subtypes provide evidence that there is a new transitory state in the BgL-NEPs after irradiation with a mixed glial and neurogenic gene signature and that an injury-responsive gliogenic BgL-NEP population turns on *Ascl1* upon injury.

### Granule cells are derived from *Hopx*-NEPs after injury

To demonstrate that *Hopx-*derived BgL-NEPs give rise to GCPs and granule cells after irradiation, we performed GIFM with *Hopx-TdT* animals (Fig. 4A and fig. S9A). Following Tm administration at P0 (Fig. 4, B to D) or P5 (Fig. 4, E to G) and analysis at P30, we observed a significant increase in the density of TdT^+^ granule cells in the IGL of IR *Hopx-TdT* brains compared to their nonIR littermates (Fig. 4, D and G, D: two-way analysis of variance (ANOVA), *F*_(7,42)_ = 8.718, *P* < 0.0001, *n* = 3 brains per condition; G: *F*_(1,14)_ = 5.047, *P* = 0.04, *n* = 3 brains per condition). At P7, TdT^+^ cells were present in the EGL of the IR cerebella in the *Hopx-TdT* pups that were given Tm at P0 or at P5, and most expressed SOX2, indicating that progeny of SOX2^+^ *Hopx-TdT^+^*–labeled BgL-NEPs migrated to the site of injury (fig. S9, B to K). Last, as during homeostasis, no TdT^+^ cells were detected in the deep WM of IR *Hopx-TdT* animals that were given Tm at P0 or at P5 (fig. S9L). Overall, these results provide experimental evidence that both P0 and P5 *Hopx*^+^ BgL-NEPs change their fate and become GCPs and then granule cells upon injury.

**Fig. 4.**
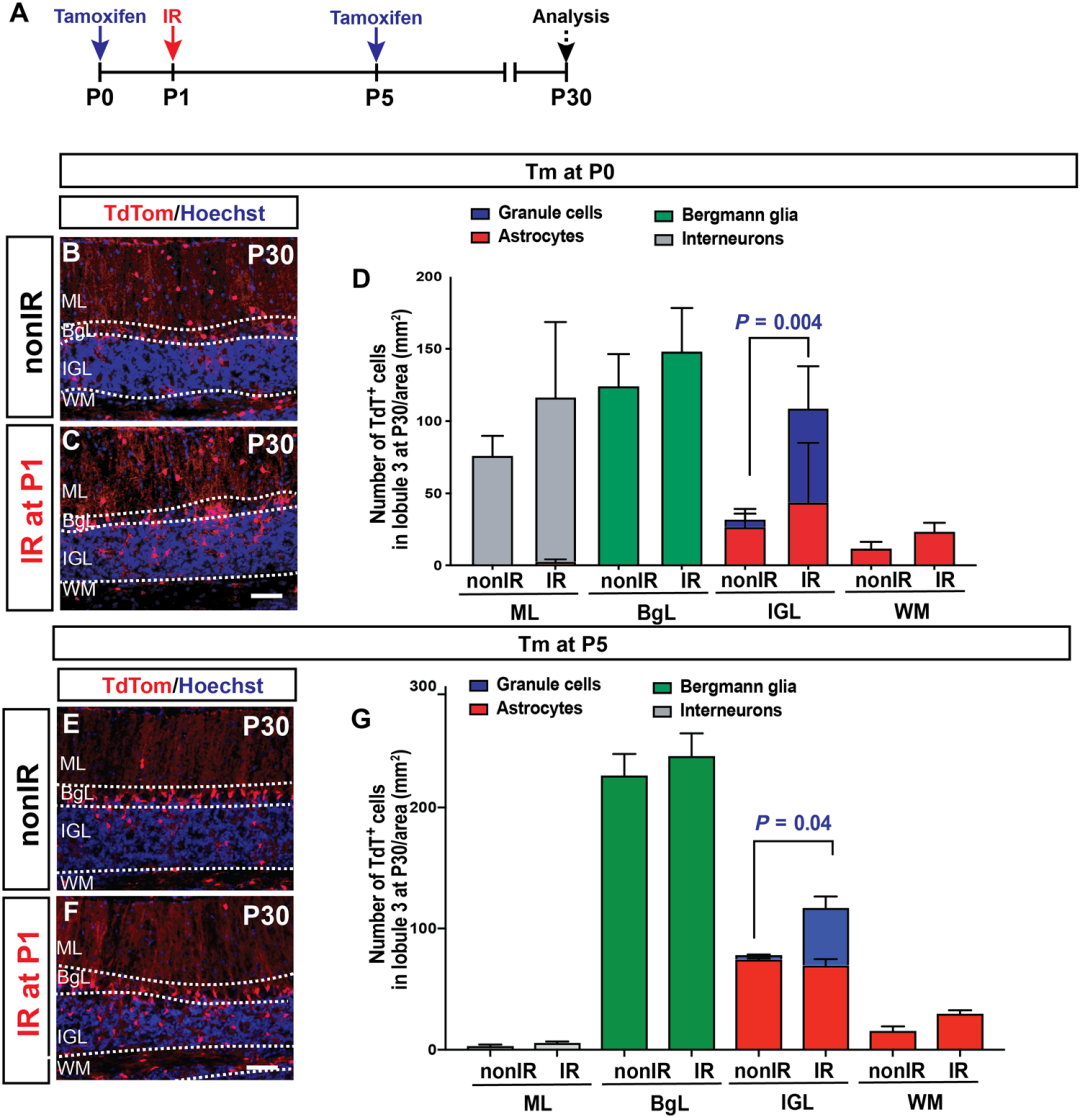
*Hopx*-NEPs give rise to granule neurons. (**A**) Experimental plan. (**B** and **C**) IF analysis of P30 nonIR and IR *Hopx-TdT* brains that were given Tm at P0. (**D**) Quantification of the density of the progeny of nonIR and IR *Hopx-TdT* brains at P30 (Tm at P0) by cell types and the layer of the cerebellum (*n* = 3 per condition, two-way ANOVA, *F*_(7,42)_ = 8.718, *P* < 0.0001). (**E** and **F**) IF analysis of P30 nonIR and IR *Hopx-TdT* brains that were given Tm at P5. (**G**) Quantification of the density of the progeny of nonIR and IR *Hopx-TdT* brains at P30 (Tm at P5) by cell types and the layer of the cerebellum (*n* = 3 per condition, two-way ANOVA, *F*_(1,14)_ = 5.047, *P* = 0.04). Scale bars, 50 μm.

### ASCL1 marks a neurogenic BgL-NEP population during adaptive reprogramming that gives rise to GCs

To confirm that *Ascl1* marks a new BgL-NEP transitory cellular state after irradiation that generates GCPs and granule cells, we performed GIFM in *Ascl1-TdT* nonIR and IR animals given Tm at P5, the stage when the largest number of injury-induced ASCL1^+^ cells was detected in the BgL (Fig. 3, A and B). As predicted, analysis of P6 and P7 cerebella revealed a population of TdT^+^ BgL-NEPs that are SOX2^+^/S100β^−^ and have glial fibers projecting to the pial surface only in pups irradiated at P1 (Fig. 5, A to D, and fig. S10, A to E). In contrast, the few TdT^+^ cells in the BgL of nonIR cerebella had a morphology of migrating IN progenitors (Fig. 5C and fig. S10D). In addition, the densities of TdT^+^ cells in the EGL and BgL were significantly increased after irradiation (Fig. 5, A, B, O, and P, and fig. S10, B, C, and F). Furthermore, the number of labeled cells in the EGL increased significantly between 24 and 48 hours after Tm at P5 only in IR cerebella (fig. S10F). Analysis of EdU labeling following a 1-hour pulse at P6 demonstrated that the TdT^+^ cells in the EGL and BgL proliferate after irradiation (fig. S10, G and H). Last, live imaging of lobule 3 in thick cerebellar sections from P7 mice given Tm at P5 showed that the *Ascl1-TdT^+^* cells do migrate from the BgL to the EGL in IR cerebella, whereas in nonIR P7 slices, no cells migrate from BgL to EGL (fig. S11, A to D, and movies S1 and S2). These results provide strong evidence that BgL-NEPs express *Ascl1* during adaptive reprogramming and migrate to the EGL, although we cannot exclude the possibility that rare cells in the EGL express *Ascl1-CreER* after injury and contribute a minor component of the regeneration.

**Fig. 5.**
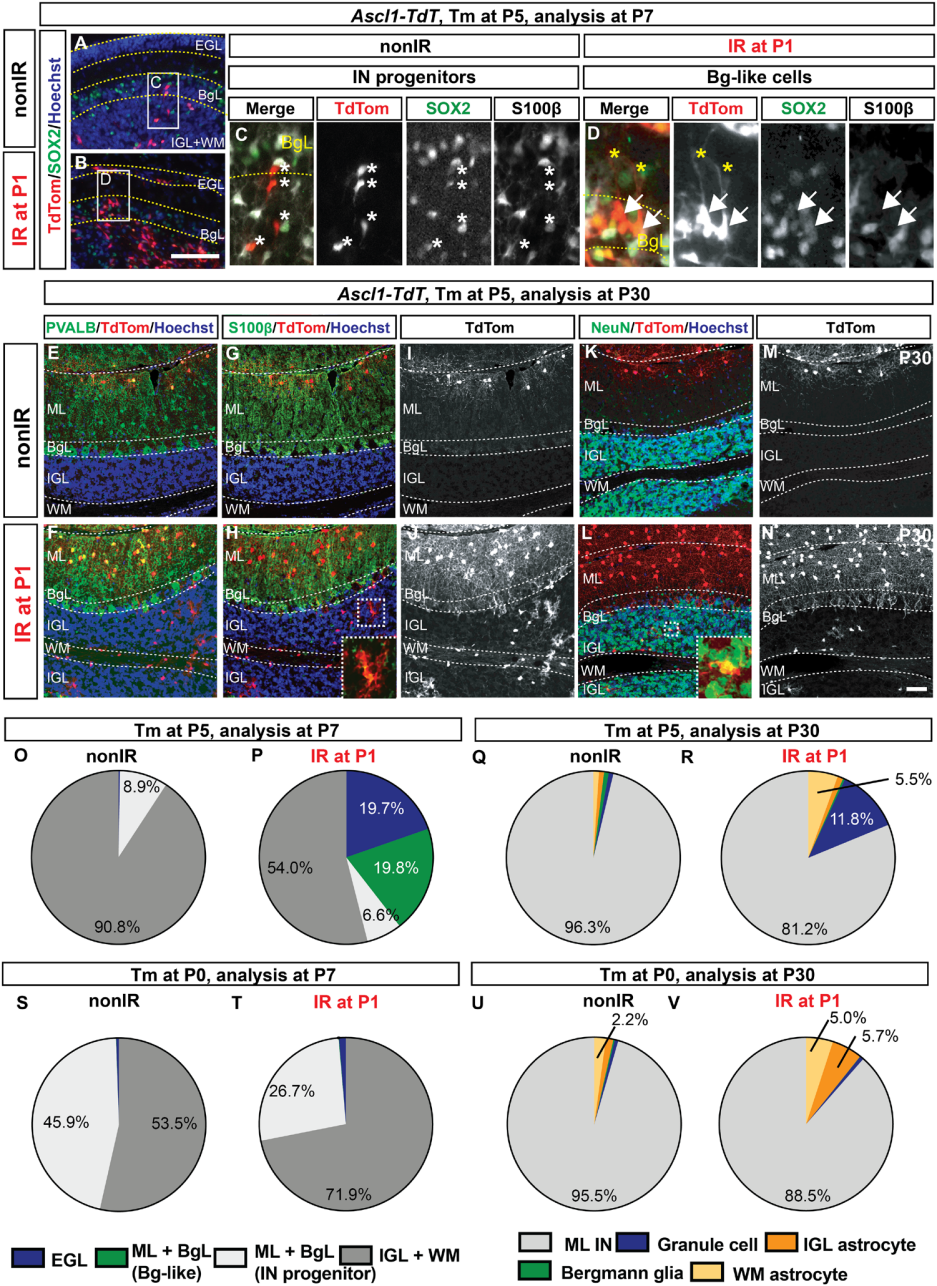
Injury-induced *Ascl1*^+^ BgL-NEPs give rise to granule cells and astrocytes but not Bg. (**A** and **B**) IF analysis of *Ascl1-TdT* brains at P7 (48 hours after Tm). (**C** and **D**) Insets show a migrating IN progenitors [asterisks; (C)] and a SOX2^+^ S100β^−^ BgL-like *Ascl1-TdT* cell [arrows; (D)]. Yellow asterisks show the pial projection of the TdT^+^ cells. (**E** to **N**) IF analysis of nonIR and IR P30 *Ascl1-TdT* cerebellum that was given Tm at P5 showing examples of the TdT^+^ ML INs (PVALB), astrocytes (S100β), and granule cells (NeuN in the IGL). (**O** to **V**) Proportions of TdT^+^ cells at P7 (O. P, S, and T) or at P30 (Q, R, U, and V) from nonIR (O, Q, S, and U) and IR (P, R, T, and V) *Ascl1-TdT* cerebella that are given Tm at P5 [(O to R), *n* ≥ 3 brains per condition] or at P0 [(S to V) *n* = 3 brains per condition]. Only percent values that are ≥2 are shown in the graphs (refer to table S9 for all the values). Scale bars, 100 μm (B to G) and 50 μm (K to T).

Analysis of P30 IR *Ascl1-TdT* cerebella that were administered Tm at P5 revealed several key findings. First, the P30 IR brains had a significant and large increase in the density and the proportion of the TdT^+^ cells that were granule cells (11.8 ± 2.0% of all TdT^+^ cells, *n* = 4 IR compared to 1.0 ± 1.4% of TdT^+^ cells, *n* = 5 nonIR; Fig. 5, E to N, Q, and R; fig. S12, A and B; and table S9). Second, almost no TdT^+^ Bg were detected in the P30 IR *Ascl1-TdT* cerebella, suggesting that *Ascl1* induces the BgL-NEPs to switch from making Bg to GCPs and that the switch is irreversible (Fig. 5, Q and R, and fig. S12, A and B). Third, there was a delay in production of ML INs after irradiation, as demonstrated by an increase in the density of TdT^+^ ML INs per lobule that included both earlier-born basket and later-born stellate cells (Fig. 5, Q and R, and fig. S12, A, B, and E to G). Last, we observed an unexpected increase in lobule astrocyte production in the IR *Ascl1-TdT* brains, primarily in the WM (Fig. 5, Q and R, and fig. S12, A and B). We detected an emergence of TdT^+^ astrocytes at P30 in the deep WM of IR *Ascl1-TdT* cerebella labeled at P5 not seen in nonIR mice (fig. S12H and table S5). However, because no TdT^+^ cells were detected in the deep WM of IR *Ascl1-TdT* cerebella at P7, one possibility is that the TdT^+^ cells originate from the lobule WM, indicating a fate switch including a new migration path (fig. S12H and table S5).

If the *Ascl1*^+^ BgL-NEPs represent an injury induced cellular state, and if Tm is administered at P0 to *Ascl1-TdT* animals, then there should be no increase in labeled GCPs or cells in the BgL at P7 or granule cells at P30 compared to nonIR. As predicted, analysis at P7 showed that, upon irradiation, there were no changes in the numbers or proportions of rare TdT^+^ Bg-like cells or cells in the EGL in IR mice compared to nonIR (Fig. 5, S and T). Consistent with this, at P30, no difference in the labeling of rare granule cells or Bg between IR and nonIR mice was observed (Fig. 5, U and V, and table S9), confirming that the *Ascl1*^+^ neurogenic BgL-NEP is an injury-induced cellular state. P0-labeled *Ascl1*^+^ NEPs in IR mice showed an increase in labeled cells in the IGL and WM at P7 and increase in production of astrocytes in the IGL and WM at P30 compared to nonIR littermates (Fig. 5, S to V, and table S9). Collectively, these results demonstrate that GCPs are generated from an *Ascl1*-expressing BgL-NEP upon injury. Furthermore, irradiation leads to a delay in production of INs and an increase in astrocyte production, likely from normally neurogenic *Ascl1*^+^ WM-NEPs.

### *Hopx*-NEPs give rise to the injury-induced ASCL1^+^ transitory cellular state

Our GIFM in *Hopx-TdT* animals given Tm at P0 showed that, unlike *Ascl1*^+^ cells, *Hopx*^+^ cells give rise to the granule cell lineage. We therefore fate-mapped *Hopx*^+^ cells at P0 and asked whether they give rise to ASCL1^+^ cells in the BgL at P7, in addition to GCPs. We observed a significant increase in the percentage of ASCL1^+^ TdT^+^ cells of all TdT^+^ cells in the BgL in IR pups at P7 (12.7 ± 3.1%, *n* = 3) compared to nonIR littermates (1.4 ± 1.4%, *n* = 3; Fig. 6, A to M). In IR pups, the percentage of the ASCL1^+^ TdT^+^ double-positive cells among all the ASCL1^+^ cells in the BgL was higher than the percentage of SOX2^+^ TdT^+^ double-positive cells among all the SOX2^+^ cells (a pan-NEP/Bg/astrocyte marker) in the BgL (39.2 ± 7.7% in IR and 6.5 ± 1.9% in nonIR versus 15.5 ± 6.7% IR and 26.1 ± 8.8% in nonIR, respectively, *n* = 3; Fig. 6N). This result suggests that *Hopx^CreERT2^* preferentially marks the BgL-NEPs at P0 with the ability to undergo adaptive reprograming in response to loss of GCPs at P1.

**Fig. 6.**
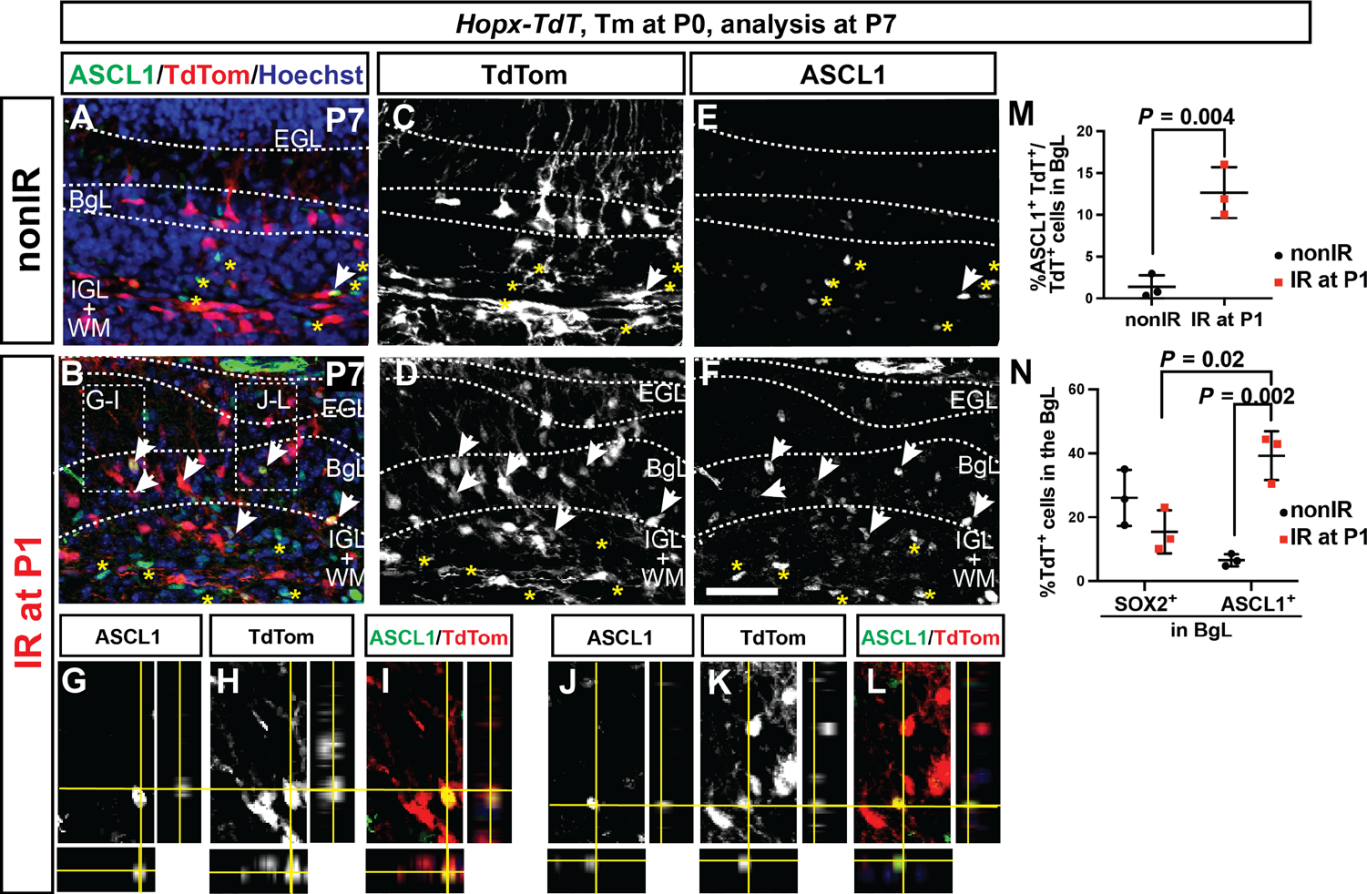
*Hopx*-derived NEPs in the BgL turn on ASCL1 upon injury. (**A** to **M**) IF analysis (A to F) and quantification (M) of the percentage of the TdT^+^ and ASCL1^+^ cells per TdT^+^ cell in the BgL at P7 on sections from *Hopx-TdT* nonIR (A, C, and E) and IR (B, D, F, and G to L) brains (*n* = 3 brains, Student’s *t* test, *P* = 0.004). (G) to (L) are taken from the region indicated in (B) and show orthogonal views demonstrating colocalization of TdT^+^ and ASCL1^+^ in the BgL in IR *Hopx-TdT* cerebella. (**N**) Quantification of the percentage of *Hopx*-derived TdT^+^ cells in all BgL-NEPs and Bg (SOX2^+^ cells) or in all *Ascl1*^+^ BgL-NEPs (*n* = 3 per condition, two-way ANOVA, *F*_(1,8)_ = 7.928, *P* = 0.02). Scale bar, 50 μm.

### *Ascl1* is required in *Hopx*-NEPs for adaptive reprogramming and production of granule cells

Given the unexpected up-regulation of *Ascl1* in the normally gliogenic BgL-NEPs upon death of GCPs, we tested whether *Ascl1* is required for repair of the granule cell lineage after cerebellar injury using a conditional knockout (CKO) approach. *Hopx^CreERT2/+^; Ascl1^fl/fl^* animals injected with Tm at P0 (*Hopx*-*Ascl1* CKOs) were used to delete *Ascl1* primarily from BgL-NEPs, and their regenerative capacity was compared to *Ascl1^fl/fl^* littermate controls after irradiation at P1 (Fig. 7A). Analysis of P30 cerebella showed a significantly greater reduction in cerebellar area at the midline in IR *Hopx*-*Ascl1* CKOs compared IR littermate controls (Fig. 7, B to E and J). Furthermore, the IGL was less organized in some lobules of the IR mutants than in IR controls, further demonstrating impaired regeneration (Fig. 7, F to I). The loss of one copy of *Ascl1* resulted in a mild but significant reduction in the area of the cerebellum of *Ascl1-TdT* animals compared to *R26^TdT/+^* littermate controls, further confirming that *Ascl1* is required for regeneration after irradiation (fig. S13, E to H and J). To rule out that the impairment in regeneration is due to a loss of one copy of the *Hopx* gene in the *Hopx*-*Ascl1* CKO animals, we compared cerebellar areas of IR and nonIR *Hopx-TdT* animals and their *R26^TdT/+^* littermates and found no significant differences between the genotypes in each condition, showing that loss of one copy of *Hopx* does not impair regeneration (fig. S13, A to D and I).

**Fig. 7.**
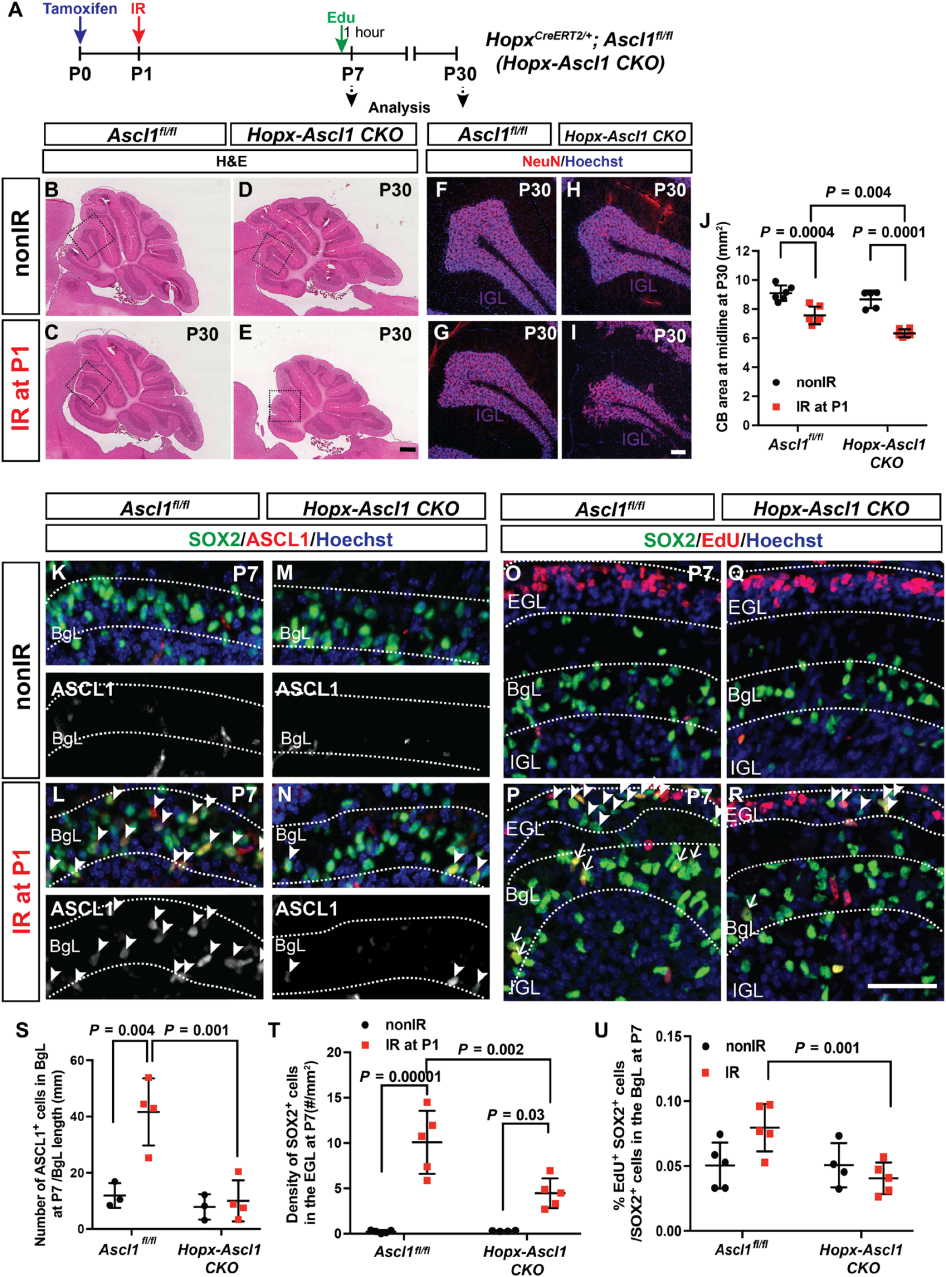
*Ascl1* is required for the adaptive reprograming of BgL-NEPs into granule cells. (**A**) Experimental plan. (**B** to **E**) Hematoxylin and eosin images of midsagittal sections from P30 nonIR and IR control or *Hopx-Ascl1* CKO cerebella. (**F** to **I**) IF analysis of NeuN at P30. (**J**) Quantification of midline cerebellar area (*n* ≥ 5 per condition, two-way ANOVA, *F*_(1,19)_ = 14.39, *P* < 0.001). (**K** to **N**) IF analysis for ASCL1 on sections from P7 nonIR and IR control and *Hopx-Ascl1* cerebella (arrowheads, ASCL1^+^ BgL-NEPs). (**O** to **R**) IF analysis of SOX2 and EdU on sections from P7 nonIR and IR control and *Hopx-Ascl1* CKO cerebella. (Arrowheads show the SOX2^+^ cells in the EGL and arrows show the EdU^+^ SOX2^+^ cells in the BgL). (**S** to **U**) Quantification of the density of ASCL1^+^ cells in the BgL [(S) *n* ≥ 3 per condition, two-way ANOVA, *F*_(1,10)_ = 16.41, *P* = 0.002], density of SOX2^+^ cells in the EGL [(T) *n* ≥ 4 per condition, two-way ANOVA, *F*_(1,15)_ = 58.49, *P* < 0.0001] and percentage of EdU^+^ SOX2^+^ cells within the SOX2^+^ cells in the BgL [(U), *n* ≥ 4 per condition, two-way ANOVA, *F*_(1,15)_ = 6.549, *P* = 0.02]. Scale bars, 500 μm (B to E), 100 μm (F to I), and 50 μm (K to R).

We next asked whether the number of Bg or astrocytes generated was altered in P30 *Hopx*-*Ascl1* CKOs. There was a mild but significant increase in the density of Bg in IR *Hopx*-*Ascl1* CKOs compared to IR controls, but no differences between the other three groups. One possibility is that, after irradiation, the mutant BgL-NEPs generate Bg rather than GCPs (fig. S13, K to P). In addition, the density of the astrocytes in the lobule WM of the IR *Hopx*-*Ascl1* CKOs was increased compared to nonIR mutants and IR controls (fig. S13, Q and R). Last, we quantified the density of ML INs because we observed a population labeled with *Hopx^CreERT2^* upon Tm administration at P0. No significant change in the density of ML INs was observed after irradiation in the *Hopx*-*Ascl1* CKOs compared to their control littermates or with their respective nonIR controls (fig. S13, S and T). However, because the size of the mutant cerebellum is significantly reduced, by extrapolation, the total number of ML INs is reduced after irradiation in mutants.

To understand why the regeneration is impaired in the *Hopx-Ascl1* CKOs, we analyzed nonIR and IR cerebella at P7 and determined whether proliferation of NEPs and/or their migration to the EGL were affected. Quantification of the density of ASCL1^+^ cells in the BgL in P7 cerebella confirmed loss of ASCL1-expressing transitory cells after irradiation and thus deletion of *Ascl1* in mutants (Fig. 7, K to N and S). Significantly, *Hopx*-*Ascl1* CKOs had a lower density of SOX2^+^ cells in the EGL after injury (BgL-derived cells that had migrated to the injury) compared to their control IR littermates (Fig. 7, O to R and T). A previous study suggested that proliferation genes are direct targets of ASCL1 in embryonic stem cell–derived neural stem cell cultures or the embryonic ventral brain (*48*). To test whether loss of *Ascl1* in the *Hopx*-expressing NEPs impairs their proliferation after injury, we injected EdU 1 hour before euthanizing P7 pups (Fig. 7A) and assessed the percentage of EdU^+^ SOX2^+^ cells of all SOX2^+^ cells in the BgL. A significant decrease in the percentage of EdU^+^ SOX2^+^ cells was detected in the BgL of IR *Hopx*-*Ascl1* CKOs compared to controls (Fig. 7, O to R and U). In summary, these results show that ASCL1 is required for the full reprograming of *Hopx*-expressing BgL-NEPs after depletion of GCPs, including efficient proliferation and migration to the EGL, and as a consequence of impaired replenishment of GCPs, the cerebella of P30 IR *Hopx-Ascl1* CKOs are reduced in size compared to those of control IR mice.

## DISCUSSION

The neonatal mouse cerebellum has remarkable regenerative potential and cellular plasticity upon injury. Using scRNA-seq and GIFM, we defined two major NEP subtypes and the transcriptional signatures of their seven subpopulations. We also identified a key new transitory cellular state that is necessary for adaptive reprograming of BgL-NEPs into GCPs following EGL injury. Our results reveal that lineage propensity of NEPs (astroglial versus neural) is the primary molecular factor that differentiates NEP subtypes. At steady state, *Hopx*-expressing NEPs are proliferative, primarily astrogliogenic, and found in both the BgL and the WM, whereas the *Ascl1*-expressing NEPs are proliferative but restricted to the lobule WM and dedicated to making ML INs at P5. At P0, the two WM-NEP populations showed increased plasticity and likely contain a bipotent progenitor marked by *Hopx*. We found that, upon depletion of the GCPs, *Hopx*-expressing BgL-NEPs transition to a new state where proneural ventricular zone–bHLH genes are activated before their migration to the EGL. Furthermore, upon injury, we not only confirmed a delay in production of INs by *Ascl1*^+^ neurogenic NEPs using GIFM but also uncovered a subset switch to producing astrocytes, including some that become ectopically located in the deep WM. Last, given that ASCL1 is a pioneer transcription factor (*32*) and we found that it is required for full regeneration of the GCPs, we propose that ASCL1 is involved in erasing the astrogliogenic differentiation program of the *Hopx*^+^ BgL-NEPs, thus allowing them to acquire a GCP identity (Fig. 8).

**Fig. 8.**
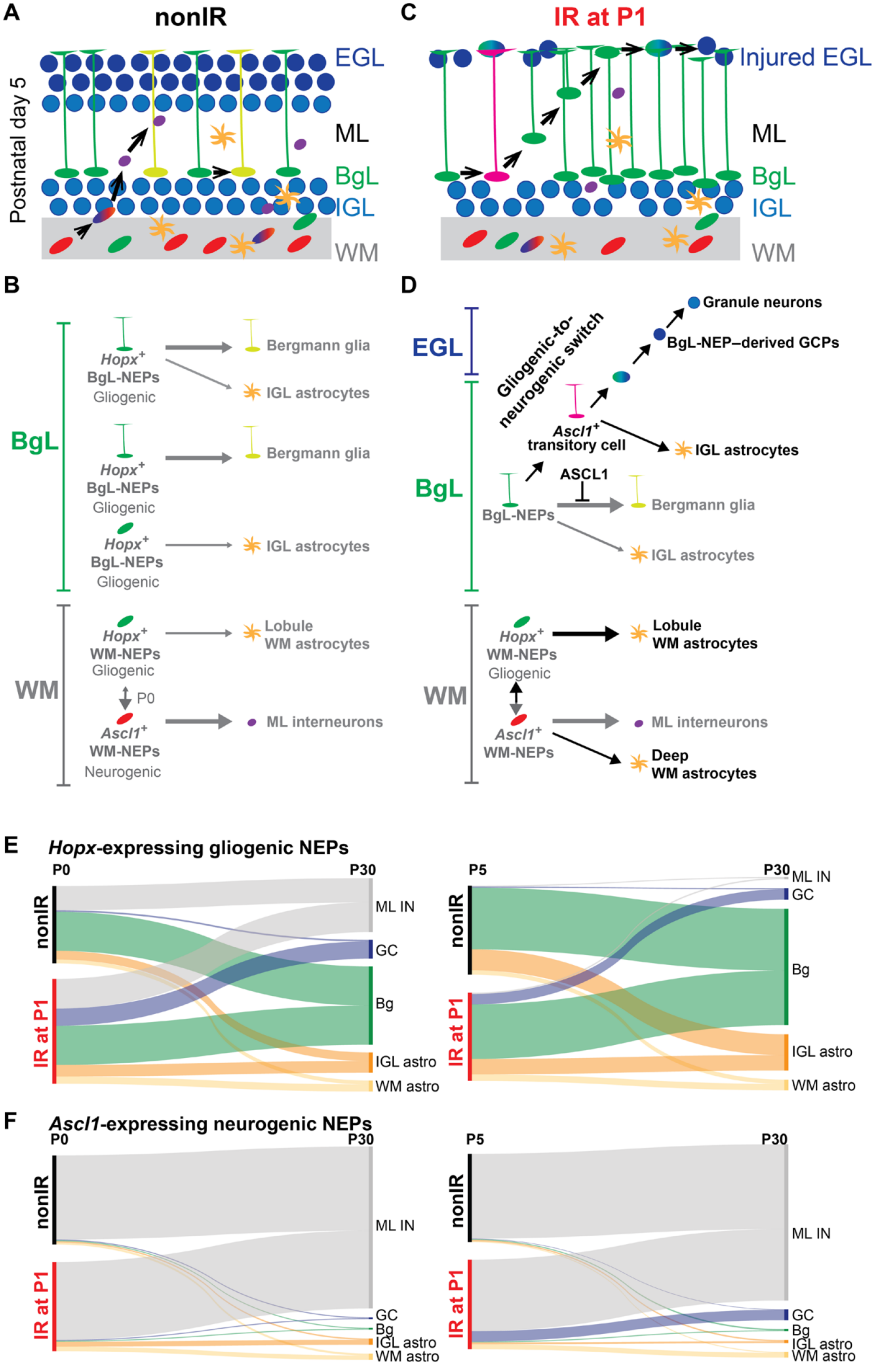
Schematic summary of the proposed NEP populations and lineages during homeostasis and repair. (**A** and **B**) On the basis of our results and published clonal analyses (*21*, *24*), we propose two major molecular NEP subtypes in the neonatal mouse cerebellum. At P5, one major molecular NEP subtype is astrogliogenic (*Hopx*-expressing) but divided into three subgroups in the BgL and one in the WM based on their position and whether they are lineage-restricted generating Bg or astrocytes, or are bipotent, generating both. The other major subtype is neurogenic (*Ascl1*-expressing) and resides only in the WM and generates INs. There are additional IN progenitor subgroups distinguished on the basis of their differentiation status (omitted for simplicity). Very rare oligodendrocytes that were detected in GIFM analyses were also omitted. Last, at birth, a WM-NEP population is bipotent generating INs and astrocytes (double vertical arrow). (**C** and **D**) Upon injury (black arrows), a subset of *Hopx*-derived BgL-NEPs turn on a neurogenic transcriptional program, which suppresses their normal Bg fate and allows them to undergo adaptive reprograming to generate new GCPs. Upon injury, there is also an increase in astrocyte production from *Ascl1*-expressing NEPs. For simplicity, the two lineage-restricted populations in the BgL are omitted. (**E** and **F**) Sankey plots summarizing the proportions of the cell types generated from the *Hopx*^+^ gliogenic (E) and *Ascl1*^+^ neurogenic NEPs (F) at P0 (left) and P5 (right) during homeostasis and upon injury. These plots do not distinguish the population of NEPs at P0 that coexpress *Hopx1* and *Ascl1* and the injury-induced gliogenic to neurogenic transitory cell state at P5 that is *Ascl1*^+^ in the BgL and shown in (D). GC, granule cell.

An important question is whether within the astrogliogenic-NEPs, there are subpopulations dedicated to making only Bg or astrocytes, and if so, whether the latter are located in both the WM and the BgL. On the basis of our scRNA-seq analysis, there are two astrogliogenic-NEP subpopulations (N1 and N7) with one more related to astrocytes (N7) and the other to Bg (N1). Whereas Bg only are located in the BgL, *Hopx*-derived astrocytes are located in the IGL and lobule WM, which raises the question of whether *Hopx*^+^ BgL-NEPs and/or WM-NEPs generate astrocytes. For example, *Hopx*^+^ BgL-NEPs might generate IGL astrocytes and *Hopx*^+^ WM-NEPs generate the WM astrocytes. Elegant clonal labeling of apparently only BgL-NEPs using *Glast^CreER/+^; R26^Confetti/+^* mice and application of Tm to the surface of the P6 cerebellum in vivo found that the majority of clones had both Bg and astrocytes located in the IGL (~55%), although a large proportion was dedicated to making only Bg (~39%) and the rest to making only IGL astrocytes (*24*). This result indicates that WM astrocytes must be generated from WM-NEPs, likely the *Hopx*-expressing WM-NEPs that we identified. When WM progenitors were fluorescently labeled directly by injection of virus, some P3 to P5 WM-NEPs gave rise to WM astrocytes (*21*). Furthermore, our comparison of labeling before irradiation in IR and nonIR *Hopx-TdT* animals revealed preferential labeling of the BgL-NEPs that become *Ascl1*^+^ after injury, providing evidence that not all BgL-NEPs are equivalent in their extent of plasticity. Thus, molecular and lineage analyses show that WM astrocytes and Bg have distinct progenitors, whereas IGL astrocytes might come from both a bipotent progenitor and lineage-restricted progenitor in the BgL (summarized in Fig. 8).

At steady state, *Ascl1*^+^ cells are exclusively in the lobule WM and give rise almost exclusively to ML INs at P5, in agreement with previous findings at other postnatal ages (*25*, *31*). Unexpectedly, labeling at P0 in *Ascl1-TdT* animals resulted in an increase in astrocyte production in the lobules (IGL and WM) and the deep WM. We found that *Hopx-*expressing NEPs give rise to a very small number of INs at P5 and that the proportion and the number are higher when Tm is injected at P0, indicating that there could be a bipotent *Hopx*^+^ WM-NEP that produces INs in addition to astrocytes, likely through an *Ascl1*^+^ state in the WM. Further clonal analysis is required to resolve whether there are bipotent WM-NEPs that can give rise to both INs and WM astrocytes.

We showed that induction of the proneural ventricular zone–bHLH transcription factor ASCL1 in BgL-NEPs is a key step in their adaptive reprograming upon GCP death. Of importance, this *Ascl1*-driven gliogenic to neurogenic switch occurs without outside intervention such as the forced ectopic expression of proneural transcription factors required in other central nervous system regions (*34*, *35*, *37*). Further investigation is needed to identify the injury induced signal(s) that activate *Ascl1* expression in BgL-NEPs. Because up-regulation of *Ascl1* peaks 3 to 4 days after injury, the critical events required to produce the *Ascl1*^+^ transitory cell state must occur before P5. When *Ascl1-TdT* animals were labeled at P0, we did not observe labeled Bg-like cells or granule cells upon injury. These results confirm that the *Ascl1*^+^ BgL-NEP is an injury-induced cellular state. In another study, we showed that, upon depletion of Purkinje cells in the newborn cerebellum, although new Purkinje cells are generated, BgL-NEPs do not undergo adaptive reprogramming to produce them (*14*). Thus, the type of injury or cell type killed is instrumental in determining the downstream regenerative response of NEPs.

We previously showed that at the same time that the BgL-NEPs are generating new GCPs after irradiation, the lobule WM-NEPs reduce their proliferation and production of INs and, to a lesser extent, astrocytes (*12*). Our finding that expression of the WM-NEP marker *Igfbp5* is reduced after injury provides molecular evidence for such a response to EGL injury. An unexpected observation was that, after injury, *Ascl1*-expressing NEPs produce a notable number of astrocytes that populate the IGL and lobule WM, and some also migrate ectopically to the deep WM. Although the transitory *Ascl1*^+^ BgL-NEPs might be the source of the IGL astrocytes, it seems more likely that *Ascl1*^+^ WM-NEPs in the lobules have sufficient plasticity to switch to producing astrocytes in the lobules and deep WM upon injury given that *Ascl1*^+^ WM-NEPs at P0 produce some astrocytes. The reason for this neural-to-astroglial fate switch after injury and whether the same NEPs retain their neurogenic potential (i.e., are bipotent) or whether a distinct subpopulation of the *Ascl1*^+^ WM-NEPs become astrogliogenic remain to be explored.

A question remaining is whether some *Hopx*^+^ WM-NEPs contribute to the regeneration of granule cell precursors after cerebellar injury. Nevertheless, three findings indicate that BgL-NEPs are the main cells that undergo adaptive reprograming upon injury: (i) Upon injury, there is a significant increase in the number of *Ascl1*-expressing NEPs in the BgL that have a Bg-like morphology at P5; (ii) there is a lack of granule cell labeling upon irradiation using GIFM in *Ascl1-TdT* animals given Tm a day before irradiation (P0); and (iii) live imaging of *Ascl1*-expressing and *Nes-Cfp*^+^ NEPs shows them migrating from the BgL to the external granule cell layer (figs. S11) (*12*). Generation of tools that can selectively label WM-NEPs will be required to determine whether WM-NEPs also contribute to the regeneration process.

In conclusion, our studies provide molecular and cellular insights into the NEP subtypes in the neonatal cerebellum and the endogenous permissive mechanisms that support an astroglial-to-neural switch crucial for enhancing repair after brain injury. We identify a new transitory BgL-NEP population and demonstrate that ASCL1, which normally drives cerebellar IN production (*25*), is required for adaptive reprograming of BgL-NEPs to produce excitatory granule cells after death of GCPs. Furthermore, the mechanisms and cellular states that we identified may well have broader implications for gliogenic progenitors in other regions of the brain, and their potential responses to injury.

## METHODS

### Animals

All the mouse experiments were performed according to protocols approved by the Memorial Sloan Kettering Cancer Center’s Institutional Animal Care and Use Committee (protocol no. 07-01-001). Animals were housed on a 12-hour light/dark cycle and given access to food and water ad libitum.

The following mouse lines were used: *Nes-Cfp* (*12*, *49*), *Hopx^CreERT2^* (*50*), *Ascl1^CreERT2^* (*25*, *51*), *Ascl1^fl/fl^* (*25*, *52*) *Rosa26^lox-STOP-loxTdTomato^* (ai14, stock no. 007909, The Jackson Laboratory) (*53*). Animals were maintained on an outbred Swiss Webster background. Both sexes were used for analyses, and experimenters were blinded for genotypes whenever possible.

Tm (200 μg/g, Sigma-Aldrich) was injected subcutaneously at P0 or at P5. EdU (50 μg/g) was injected intraperitoneally at P7. Analysis of *Ascl1-TdT* and *Hopx-TdT* P30 brains that were not injected with Tm showed no ectopic TdT^+^ cells (fig. S6, A and B).

### Irradiation

P1 pups were anesthetized by hypothermia, and a single dose of 4-gray gamma irradiation was provided using an X-RAD 225Cx (Precision X-Ray) microirradiator in the Small Animal Imaging Core Facility at Memorial Sloan Kettering Cancer Center. The region of the cerebellum was targeted using a collimator with a 5-mm diameter.

### Tissue preparation and histological analysis

For P5 and younger anesthetized animals, brains were dissected and drop-fixed in 4% paraformaldehyde (PFA) for 24 to 48 hours at 4°C. Animals older than P5 were systemically perfused with ice-cold phosphate-buffered saline (PBS) followed by 4% PFA, following anesthesia with a ketamine (100 mg/kg) and xylaxine (10 mg/kg) cocktail. After dissection, brains were fixed for an additional 24 to 48 hours in 4% PFA. Fixed brains were switched to 30% sucrose in PBS. Once they sunk, brains were embedded in optimal cutting temperature compound (OCT) (Tissue-Tek) for cryosectioning. Fourteen-micrometer-thick sections were obtained using a cryostat (Leica, CM3050S) and stored at −20°C.

Hematoxylin and eosin (H&E) staining was performed for cerebellar area (size) measurements and assessment of the cerebellar cytoarchitecture.

Immunofluorescent analysis was performed on cryosections. Slides were allowed to warm to room temperature (RT) and washed once with PBS. One-hour blocking was performed at RT using 5% bovine serum albumin (Sigma-Aldrich) in PBS-T (PBS with 0.1% Triton X-100). For ASCL1 immunofluorescent analysis, Mouse on Mouse Blocking reagent (Vector Labs) was applied for 2 hours at RT to reduce the background. Slides were incubated with primary antibodies diluted in blocking solution at 4°C overnight (table S10). Slides were then washed with PBS-T (3 × 5 min) and incubated with fluorophore-conjugated secondary antibodies (1:500 in blocking buffer; Invitrogen). Hoechst 33258 (Invitrogen) was used to label the nuclei, and the slides were mounted with Fluoro-Gel mounting media (Electron Microscopy Sciences). To detect EdU, a Click-it EdU assay with Sulfo-Cyanine5 azide (Lumiprobe Corporation, A3330) was used.

### RNA in situ hybridization

Specimen treatment and hybridization were performed as previously described (*54*). Templates for the probes were in vitro transcribed either from polymerase chain reaction (PCR)–amplified complementary DNAs (cDNAs) obtained from neonatal cerebellar extracts or synthesized template DNA (GeneScript). An *Ascl1* probe was generated from a plasmid as previously described (*55*). Sequences of the probes are shown in table S11.

### Slice cultures and live imaging

P7 cerebella were dissected in ice-cold 1× Hanks’ balanced salt solution (HBSS) (Gibco) and embedded in 4% low–melting point agarose. Thick sagittal slices (250 μm) were obtained using a vibratome (Leica) and immediately placed on Millicell (Millipore) tissue culture inserts over Neurobasal media supplemented with 1× B27 and 1× N2 supplements (Gibco) and 2 mM l-glutamine and allowed to equilibrate for 30 min at 37°C in 5% CO_2_ before imaging. Image stacks were obtained every 3 to 4 min for 6 to 8 hours using LSM880 (Leica) with an environmental chamber (37°C with 5% CO_2_). Movies were processed using ZEN (Leica) and ImageJ [National Institutes of Health (NIH)] software (*12*, *56*).

### Image acquisition and analysis

Images were collected with a DM6000 Leica microscope or a Zeiss LSM 880 confocal microscope. Images were processed using ImageJ software (NIH).

Three near-midline sections for each animal were quantified and averaged for all the analyses shown. Quantification of the number of cells was performed on lobules 3 and 4/5 at P7 and on lobule 3 at P30. Boundaries of the lobules to be quantified were decided on the basis of straight lines drawn from the bases of the fissures. Cell densities were calculated by dividing the number of cells by the area of the lobule(s) quantified. Cerebellum area was measured on H&E-stained slides from three near-midline sections, and the values were averaged. The numbers of animals that were used in each quantification are denoted in the figure legends and where summary statistics are presented.

#### Quantification criteria used for fate mapping analyses

##### Neonatal analysis (2 days after Tm)

NEP populations are defined on the basis of their location in the WM + IGL, BgL + ML, or EGL. For the cells in the BgL, we further subdivided them based on their morphology: Cells with a Bg-like morphology (having processes reaching toward the pial surface) are classified as Bg-like NEPs and those cells without a process and morphology of migrating cells are classified as ML IN progenitors.

##### Adult analysis (P30)

Classification of the mature cell types for quantification was determined using a combination of cell-type specific markers, location, and morphology. The details for each TdT^+^ cell type are as follows:

*Granule cells:* NeuN^+^ cells in the IGL with small nuclei.

*ML INs:* PVALB^+^ cells in the ML.

*Bg:* S100β^+^ cells in the BgL with processes projecting to the pial surface (morphology).

*IGL and WM astrocytes:* S100B^+^ cells with a protoplasmic morphology.

*WM oligodendrocytes:* TdT^+^ cells with a distinct morphology, having fewer dendrites than astrocytes that are longer and symmetrically oriented and parallel to axonal tracts.

### Single-cell sequencing and data analysis

#### Sample preparation

Four male P5 nonIR and IR cerebella were dissected into ice-cold 1× HBSS (Gibco) and were pooled for downstream analysis. Two replicate experiments were performed. All the steps were performed on ice when possible. Cerebella were minced with a clean blade and then dissociated in Accutase (Innovative Cell Technologies) at 37°C for 10 to 15 min. Following dissociation, Accutase was washed out using neural stem cell media (Neurobasal, supplemented with N2, B27, and nonessential amino acids, Gibco). Following filtering through a cell strainer and trituration in media to single cells, cells were layered over a 5-ml density gradient (albumin-ovomucoid inhibitor solution, Worthington) and centrifuged at 70*g* for 6 min to remove debris. The cells were briefly treated with 1:2 1× red blood cell lysis buffer (Sigma-Aldrich) for 2 min at RT. Cells were washed twice (500*g*, 5 min at 4°C) and resuspended in 1× tris-buffered saline. Cells were stained with calcein acetoxymethyl live stain dye (1:500; Thermo Fisher Scientific) on ice for 30 min and were passed through a 40-μm cell strainer to remove any cell clumps before loading onto a microwell device.

#### Single-cell library preparation and sequencing

On-chip reverse transcription, cDNA amplification, and sequencing library preparation were performed as described previously (*39*, *45*, *57*). Briefly, reverse-transcription reactions were performed on DropSeq beads [Chemgenes, MACOSKO-2011-10 (V+)]. The microwell devices were scanned during the RNA capture to check for lysis efficiency. Our microwell method (*39*) does not lyse the nucleus as a means to reduce DNA contamination compared to other methods; therefore, analyses such as velocity that require unspliced pre-mRNA are not compatible with our dataset. Following PCR amplification, the libraries were prepared using a Nextera XT kit. DNA purifications were performed using AMPure XP beads. cDNA and library amount and quality were assessed using Qubit and a Bioanalyzer (Agilent). High-quality samples were sequenced on a NextSeq 500 using a High Output 75 cycle kit (read 1, 21 cycles; index, 8 cycles; read 2, 63 cycles).

#### Single-cell RNA sequencing data analysis

The sequencing reads were demultiplexed, aligned, and quantified as described previously (*57*). Twelve-nucleotide cell barcodes and eight- nucleotide unique molecular identifiers were extracted from read 1, and trimmed read 2 reads were aligned to a mouse genome (GRCm38, Gencode annotation vM10) using STAR v.2.5 (*58*). *Cfp* sequence was added in the annotation and denoted as NestinCFP in the expression matrices.

Unsupervised clustering was carried out as described previously (*45*, *59*). The clustering was performed on protein-coding genes only, including NESTINCFP. After computing cell-by-cell Spearman correlation matrix, a *k*–nearest neighbors graph was constructed with *k* set to 30. The resulting graph was used as input for Louvain clustering with Phenograph (*40*). *Fos*, a stress response gene associated with tissue dissociation, was removed from the cell clustering marker list (*60*). Cluster-specific genes were identified using a binomial-specificity test (*61*). UMAP was used for all data visualization (*62*).

To address coexpression and mutual exclusivity of genes detected in more than 25 cells, we calculated the marginal detection probabilities for each gene pair as described previously (*57*). The top 50 genes that were coexpressed with *Ascl1* in nonIR and IR NEPs (clustering shown in Fig. 1G) were identified for downstream analysis. The coexpression values were plotted as a scatter plot to identify condition-specific coexpressed genes.

We performed differential expression analysis between clusters and between nonIR and IR data as follows: First, we subsampled each pair of clusters to the same number of cells. Next, we subsampled the counts for each pair of clusters to the same average number of counts per cell, keeping only transcripts annotated as protein coding. We normalized the resulting subsampled count matrices using the computeSumFactors function (*63*) in scran and then conducted differential expression analysis with the Mann-Whitney *U* test as implemented in the mannwhitneyu function in SciPy and corrected the resulting *P* values using the Benjamini-Hochberg method as implemented in the multipletests function in the Python module StatsModels. The resulting gene lists were preranked on the basis of on the effect size and were inputted to GSEA (*64*) using the following parameters: xtools.gsea.GseaPreranked -scoring_scheme classic –setmin 10 –setmax 1000 –nperm 1000.

Because velocity analysis could not be performed on our dataset, pseudotemporal ordering of the IR NEPs from clusters N1, N6, and N7 (559 cells) was performed using Monocle3 (*65*). Analysis was performed using the latent semantic indexing method, and branch length was set to 60.

### Statistical analysis

Prism (GraphPad) was used for all statistical analysis. Statistical tests performed in this study were Student’s two-tailed *t* test, two-way ANOVA, followed by post hoc analysis with Tukey’s multiple comparison tests. *P* values of the relevant post hoc analyses are shown in the figures and in table S12. The statistical significance cutoff was set at *P* < 0.05, and the data are presented as means ± SD of the mean. *F*-statistics and *P* values are stated in the figure legends, and relevant post hoc comparisons are shown in the figures. *n* ≥ 3 mice were used for each experiment, and the sample size for each experiment is stated in the figure legends and the text.

## Supplementary Materials

### This PDF file includes:

Figs. S1 to S13 Tables S3 to S5 and S9 to S12 Legends for movies S1 and S2 Legends for tables S1, S2 and S6 to S8

## Notes

View/request a protocol for this paper from *Bio-protocol*.

How the deposited data were processed for this re-analysis (not part of the article)

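The single-cell data come from 4 samples of dissociated P5 cerebella of Nes-Cfp/+ mice, nonIR replicates 1 and 2 and IR replicates 1 and 2, each a pool of 4 male cerebella, and the IR mice had received 4 Gy at P1. Cells were captured in microwells, and transcripts were told apart by cell barcodes and UMIs. The authors aligned the reads with STAR 2.5 to GRCm38 and GENCODE M10 with the Cfp sequence added, chose the cells, and deposited raw UMI counts per transcript entry and cell. The deposited table holds whole numbers, 48529 entries by 18968 cells with 49282438 UMIs, and no step of normalization. Demultiplexing, alignment and the choice of cells are thus already in the files and could not be repeated. The list of cells that comes with the table names the sample of each cell but not its cluster.

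Depth per cell, as lowest and highest UMIs, was 686 and 17048 in nonIR replicate 1, 985 and 81425 in nonIR replicate 2, 824 and 16796 in IR replicate 1 and 644 and 53911 in IR replicate 2. The nonIR samples held 32526526 and the IR samples 16755912 UMIs together. Shares of cells carry exact Clopper-Pearson 95% intervals, which cover counting error but not the spread between samples. The precision of a level is set by the UMIs of a class in a sample. Among the NEP classes it is lowest for the neurogenic NEPs of IR replicate 2, where Ascl1 at 208 CPM rests on 10 UMIs. Microglia-like cells of IR replicate 2 held fewer UMIs, 20948 from 10 cells. Where shares were compared across cells of unequal depth, each cell was thinned at random, without replacement, to 600 UMIs.

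Cells were clustered after the paper's methods with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and igraph 0.11.9. Protein-coding genes (gene types of GENCODE M21) and NestinCFP, without Fos, were ranked by the excess of cells without a UMI over a Poisson expectation, relative to the expected cells with a UMI, among genes found in at least 25 cells. The first 1000 genes gave Spearman correlations between cells, 30 nearest neighbors, a graph weighted by the Jaccard index, and Louvain clusters (seed 1). Clusters under 10 cells were left unassigned. A cluster was named from 18 marker lists by the number of markers among its 10 most raised genes (at least 30 UMIs) and then by the median fold, with at least 3 markers raised 2-fold. Granule lineage clusters could also pass at a fold of 1.5 or a median log2 of 0.25. The paper gives its choice of clustering genes by reference only, so 4 scores of the excess were tried, and the kept one was the only one to give a VZ progenitor-like cluster. The naming rule went through about 3 rounds. A rule that would have joined an intermediate astroglial cluster to the Bg-like NEPs was written with the size of the paper's N1 in view and was dropped for that reason. No IR and nonIR values had been compared at that point.

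NEPs were taken as the paper defines them, as all cells of NestinCFP-enriched astroglia-like and VZ progenitor-like clusters plus granule lineage, interneuron and other astroglia-like cells with at least 1 NestinCFP UMI. A cluster counted as enriched where its NestinCFP CPM was over 2 times that of the other cells in every sample with at least 20 of its cells. NEPs were clustered again in the same way on 1000 genes of their own. Doublets were called by comparing each cell with 2 simulated doublets per cell of the sample, at 5% of the cells. CPM in class levels, along the axis and for NestinCFP are UMIs over all UMIs of the class in the sample, multiplied by 1000000. CPM beside a fold change of IR over nonIR are instead normalized by TMM over the genes tested.

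IR and nonIR were compared on UMI counts summed per sample over the cells of a class, for Bg-like, neurogenic and neural progenitor NEPs, all NEPs, the granule cell lineage and all cells. The test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, TMM normalization, filterByExpr with the conditions), with Benjamini-Hochberg adjustment over the genes tested and calls at an adjusted p under 0.05. The standard error of a log2 fold change is its size over the square root of F. The paper's own test took single cells as replicates, which was not repeated, since the cells of a pool are not independent. For shares of cells, co-detection, the axis and levels of classes no p was computed, because 2 samples against 2 cannot pass an exact permutation test (smallest p 0.33) and because classes were made from the cells compared.

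Samples of the same number were taken as a pair, from the paper's words that IR pups and nonIR littermates were profiled in a pair of replicate experiments, and this was decided before calls were compared. The labels of the samples give no batch or date. The deviations of same-numbered samples from the mean of their condition had a Pearson r of 0.27 across genes in Bg-like, 0.30 in neurogenic and 0.70 in neural progenitor NEPs, 0.69 in all NEPs, 0.72 in the granule cell lineage and 0.73 in all cells. The test without the block remained the reported one, as planned, and the block is among the alternatives.

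In place of a GO database, which was not at hand, 21 fixed gene lists were tested with fry and camera of limma 3.58.1 on log CPM, camera with its preset correlation and with an estimated one, where at least 3 members were tested. They hold ribosomal proteins, nuclear-encoded oxidative phosphorylation, mitochondrially encoded genes, antioxidant genes, p53 targets, G1/S and G2/M genes, neuronal differentiation, astroglial genes, the Bergmann glia lineage, the VZ proneural program, the GABAergic lineage, GCP and Sonic hedgehog targets, the Notch pathway, immediate early genes, reactive gliosis, interferon genes, hemoglobin, and microglial, oligodendrocyte and vascular genes. Members were also counted as higher or lower when adjusted over the list alone. Parts of the astroglial, Bergmann glia and proneural lists, and some markers, come from the paper's tables, which were read before the lists were written.

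Co-detection is the log2 ratio of cells with both transcripts over the number expected if they were independent, per condition as in the paper and per sample, for protein-coding genes found in more than 25 cells. The paper's Table S8 has 81 lines, 5 of them a gene listed again. The share of links between gliogenic and neurogenic NEPs used 15 nearest neighbors, cells thinned to 600 UMIs, equal numbers per class and 50 random draws. Monocle3 was not installed, so cells were ordered by the first diffusion component, computed without the genes shown along it, and split into 5 bins of equal size within each condition. Neurogenic and Bg-like NEPs were compared by log2 ratios per sample with 5 CPM added.

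The comparisons of IR with nonIR, their tests, the lists and the alternatives below were set before the data were examined. The clustering score of plain excess and the wider Bg-like class were added later, as were all tests of technical explanations. Of these, the tests of gliogenic RNA, fewer mitochondria and free NestinCFP RNA, the microglia-like clusters taken apart and the further clusterings for astroglial genes were chosen after the result was seen, as was the random exchange of NEPs. Alternatives for the comparison of IR with nonIR were DESeq2 1.42.0, edgeR with RLE size factors, no filter on low counts, the replicate as a block, the paper's threshold (adjusted p under 0.1 and absolute log2 fold change over 1), each sample left out in turn, doublet calls removed, 15 nearest neighbors and 2000 clustering genes. A lone sample is then assumed to vary like the others. For shares and co-detection they were thinning, at least 2 UMIs, doublet calls removed, clustering without NestinCFP or without genes called different, and a narrower set of cells, and for the axis the first principal component. The genes called different were those that the block or DESeq2 called in any class, a choice made after edgeR had called none.

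Genes were named by a rule. It takes every gene the paper names for its single-cell data. For each comparison it takes, among genes at an adjusted p under 0.05 with both IR samples on one side of both nonIR samples and a mean of at least 50 CPM, the 12 with the largest rise and the 12 with the largest fall, predicted genes aside. Of each gene list it takes the 2 members with the largest change among those past the threshold, or with the smallest p where none passes. The values of Tables S1, S2, S6, S7 and S8 were seen before the rule was written. The 41 pairs of a gene and a class followed through the alternatives include genes chosen after their values were seen.

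The fits were tested on simulated counts with the mean and depth of each class and 200 changed genes, 100 of them at each fold. The spread was taken from its trend over expression levels. Genes were drawn independently of each other, without a pair effect. edgeR recovered 32%, 28% and 21% of genes changed 4-fold in all NEPs, the granule cell lineage and all cells, and 2%, 0% and 1% of genes changed 2-fold. DESeq2 recovered 48%, 31%, 39%, 37%, 38% and 31% of the 4-fold changes in the 6 comparisons, in the order given above, and the replicate block 71%, 32%, 28%, 31%, 26% and 20%. False calls were 6, 1, 0, 2, 0 and 0 for edgeR, 0, 0, 5, 4, 7 and 21 for DESeq2 and 5, 0, 0, 3, 0 and 0 for the block, in the same order. camera called a changed list in all 6 comparisons and none of 20 unchanged lists, and fry called the changed list only in Bg-like NEPs. Since no correlation between genes was simulated, this cannot show how often camera calls unchanged lists of correlated genes. Figures were drawn with matplotlib 3.10.9. The cell barcode list was left out because it repeats the cell names. Images, counts of stained cells and fate mapping have no deposited values, and no passage covers them.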

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

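The test of gliogenic RNA in the neurogenic class was chosen after the result was seen, as were the further clusterings for astroglial genes, Malat1, the genes of the granule cell lineage and the transcript ATOHCRE. In the comparison of classes, 74 genes and gene lists were looked at, and 4 moved one way in both IR samples of a class and the other way in both IR samples of another. Chance alone sets the 2 IR samples of a class apart from the 2 nonIR samples, on either side, with a probability of 0.33, and none of these differences was tested. Astroglial genes, as the mean of log2 of CPM plus 5, changed by -0.18 in IR Bg-like NEPs (27 genes) and by 0.98 in IR neurogenic NEPs (12 genes), a difference of -1.16. Slc1a3, a member of that list, changed by -0.39 and 1.11, a difference of -1.50, but its log2 fold change in Bg-like NEPs was 0.01 with doublet calls removed and 0.12 with clustering genes by plain excess. The VZ proneural program changed by 0.23 in neurogenic NEPs (15 genes), by -0.41 in neural progenitor NEPs (19 genes, a difference of 0.64) and by -0.23 in the granule cell lineage (21 genes, a difference of 0.45). For both lists the genes tested differ between the classes, so these differences do not compare the same genes.

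In IR neurogenic NEPs, all 12 astroglial genes tested were higher than in nonIR. Parts of that list come from the paper's tables for the same libraries. Fewer interneuron precursors in the IR part of the class are argued against as the whole cause by the clustering with 15 neighbors. It was the one named beforehand of 3 compared here that set interneuron-like cells apart. In it, 11 astroglial genes had a median log2 fold change of 1.02, against 1.10 in the class as reported. In the other 2 the median was 0.76 with doublet calls removed and, for 10 genes at 0.99 as reported, 0.59 with 2000 clustering genes. With 2000 clustering genes only 5 genes kept over 1/2 of their fold change, so a part in the pattern stays open. RNA or cells of gliogenic NEPs mixed into the class may account for part of the pattern, but the test run cannot decide it. Of the 20 genes most specific to gliogenic NEPs, 9 needed under 1/3 of the share of gliogenic RNA that Fabp7 needs (13.8%). That is short of a majority, but the 20 were picked partly for a low level in nonIR neurogenic NEPs. Their rise was counted from that same level, which favors a rise. Among the 20, Gdf10 needed 12.1%, Hopx 2.03% and Aqp4 1.56%. Aldoc, Pla2g7 and Ramp1 were lower in IR (-4.79%, -0.535% and -0.207%), and the rest of the 20 were higher. Outside the 20, Sparcl1 and Slc1a3 needed 14.7% and 9.74% and Hes5 166%. The direction of Hes5 changed without IR replicate 2, so its value cannot decide whether mixing alone accounts for every gene. An effect of irradiation on the neurogenic cells themselves, which the design names, stays open and untested.

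Some genes that the paper does not discuss for these cells were above the nonIR level in both IR samples. In Bg-like NEPs, the p53 target Cdkn1a had a log2 fold change of 2.84 and Malat1 of 1.58, and in neurogenic NEPs Malat1 had a log2 fold change of 1.50. edgeR called neither gene (adjusted p = 0.21, 0.228 and 1.00 in the same order), and over the alternatives the adjusted p was 2.43e-05 to 0.944, 3.77e-07 to 1.00 and 6.46e-08 to 1.00. Malat1 was at 1984 and 2338 in the nonIR samples and 7979.7 and 4922 in the IR samples in Bg-like NEPs, in TMM-normalized CPM. The paper states that its method leaves nuclei unlysed, so counts of Malat1, a nuclear RNA, may not follow its level in the cell. In the granule cell lineage, Pvalb was at 7.84 and 6.38 in nonIR and 60.6 and 31.6 in IR (log2 fold change 2.70), Sowaha at 4.63 and 9.28 in nonIR and 48.5 and 71.4 in IR (3.09), Fgf8 at 3.92 and 4.38 in nonIR and 28.5 and 29.2 in IR (2.79), Rprml at 7.61 and 3.93 in nonIR and 46.3 and 69.2 in IR (3.34) and Tlx3 at 46.1 and 37.6 in nonIR and 103 and 99.9 in IR (1.28). None of these genes passed edgeR (adjusted p = 1.00 for each). Over the alternatives the adjusted p ran from 6.65e-05 for Pvalb, 1.8e-06 for Sowaha, 2.21e-08 for Fgf8, 1.41e-07 for Rprml and 0.000976 for Tlx3, all in DESeq2, to 1.00. With the replicate as a block it was 0.0394, 0.0131, 0.0507, 0.0709 and 0.139 in the same order.

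The deposited table also counts a transcript named ATOHCRE, which the paper does not report on for these mice. It held 234 UMIs, 13 and 146 in the nonIR and 18 and 57 in the IR samples, or 1.31, 6.45, 1.85 and 8.10 CPM. Of these UMIs, 69 (29.5%) fell in the granule cell lineage, which holds 77.5% of all UMIs. The labels of the samples name the Nes-Cfp allele alone, and no explanation was tested.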

How the results depend on the processing

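Clustering genes by plain excess and Bg-like NEPs widened to 2 subclusters were chosen after the results were seen, whereas the other alternatives were planned. For the clustering without genes called different, the genes left out were set after edgeR had called none. They were those that the block or DESeq2 called in any class. The number of genes called between IR and nonIR was 0 in each of the 6 comparisons with edgeR, and changed as follows, in the order Bg-like, neurogenic and neural progenitor NEPs, all NEPs, granule cell lineage and all cells. DESeq2 called 9, 1, 17, 24, 34 and 39 genes, edgeR without a filter on low counts 19, 13, 102, 106, 35 and 74, and edgeR with the replicate as a block 19, 14, 24, 12, 12 and 12. RLE size factors and the paper's threshold gave 0 in all 6, as did 15 neighbors in the 5 classes made by clustering. Doublet calls removed gave 1 gene and 2000 clustering genes gave 2 genes in neurogenic NEPs, and both gave 0 in the other classes. Without 1 sample each, the count was 0 to 59 in Bg-like NEPs (59 without nonIR replicate 1, 0 without nonIR replicate 2, 6 without IR replicate 1 and 23 without IR replicate 2) and 0 to 103 in neurogenic NEPs (103, 10, 3 and 0), and 0 in the other comparisons. The lone sample is assumed to vary like the others. Clustering genes by plain excess gave 0 in Bg-like and neural progenitor NEPs, all NEPs and the granule cell lineage, and formed no neurogenic class. The cause of these differences was not tested.

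The block shared 9, 1, 12, 9, 9 and 9 called genes with DESeq2. Apart from the calls the block added, it ended fry's call of p53 targets in Bg-like NEPs and camera's call of the antioxidant list in the granule cell lineage, and camera then called hemoglobin in neural progenitor NEPs, all NEPs and the granule cell lineage and immediate early genes in neurogenic NEPs. It changed no other call. The median log2 fold change of all genes moved by over 0.1 in neurogenic NEPs alone, from 0.01 to -0.28 without a filter on low counts and to -0.10 without IR replicate 1.

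camera called 4, 9, 8, 10 and 9 gene lists in Bg-like, neurogenic and neural progenitor NEPs, all NEPs and the granule cell lineage, and 0, 0, 0, 0 and 0 with an estimated correlation between genes. With RLE size factors the counts were the same, with the block they were 4, 10, 9, 11 and 9, and without 1 sample each they were 3 to 6, 6 to 11, 7 to 13, 9 to 12 and 7 to 13. fry called 1 list, the p53 targets in Bg-like NEPs, and 0 lists in the other classes. It called 0 in Bg-like NEPs with the block, and 0 to 0 without 1 sample each (adjusted p = 0.117 without nonIR replicate 1, 0.261 without nonIR replicate 2, 0.592 without IR replicate 1 and 0.837 without IR replicate 2, over a range of 0.0243 to 0.837). Without 1 sample each it called 0 to 1 in neurogenic NEPs (1 without nonIR replicate 1 and 1 without IR replicate 2) and 0 to 1 in neural progenitor NEPs (1 without nonIR replicate 1). The cause was not tested.

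Of 506 values for 41 pairs of a gene and a class, 499 kept their direction, and 36 pairs kept it under every alternative run. The exceptions were Tubb3 in Bg-like NEPs (without nonIR replicate 1, and with 2000 clustering genes), Igfbp5, Ascl1 and Hes5 in neurogenic NEPs (without nonIR replicate 2, IR replicate 1 and IR replicate 2), and Slc1a3 in Bg-like NEPs (doublet calls removed, and plain excess). None of the 41 was called as reported, and 13 were with DESeq2, 22 without a filter, 16 with the block, and 13, 3, 2 and 3 without nonIR replicates 1 and 2 and IR replicates 1 and 2.

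Class shares depended on the clustering. As reported, the nonIR and IR means were 6.83% and 9.01% of NEPs for Bg-like, 17.7% and 18.0% for astrocyte-like, 13.2% and 6.21% for neurogenic and 62.3% and 66.7% for neural progenitor NEPs. With 15 neighbors, Bg-like NEPs were 16.4% in IR, astrocyte-like 13.3% and 9.49%, neurogenic 8.16% in nonIR, and neural progenitors 69.3% and 69.0%. With 2000 clustering genes, Bg-like NEPs were 24.4% and 25.5%, astrocyte-like 0% and 0%, neurogenic 5.52% in nonIR, and neural progenitors 70.1% and 71.5%. Without the genes called different, Bg-like NEPs were 9.09% in IR, neurogenic 7.52% in nonIR, and neural progenitors 68.7% and 70.5%. Neurogenic shares of the IR samples were below those of the nonIR samples in these clusterings, but overlapped with 2000 clustering genes, where they were lower within each pair only. With the wider Bg-like class, Bg-like NEPs were 22.9% and 25.8% and astrocyte-like 1.58% and 1.29%. Shares not listed moved by less than the SD between samples, and the cause was not tested.

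The share of NEPs with an Igfbp5 UMI was 32.7% in nonIR and 10.3% in IR, 11.3% and 2.90% with cells thinned, and 15.0% and 2.56% with at least 2 UMIs. The overlap of 20 genes detected with Ascl1 was 4 with cells thinned and 7 to 16 with a replicate left out. The log2 ratio of cells with Hopx and Ascl1 was 0.52 in nonIR and 0.55 in IR, 0.72 in nonIR with cells thinned, 0.45 in nonIR with doublet calls removed, and -0.17 and -0.57 over gliogenic and neurogenic NEPs only. Links between the gliogenic and neurogenic NEPs were 0.417 and 0.518 of those expected, 0.579 and 0.667 with 30 neighbors, 0.366 in nonIR with doublet calls removed, and 0.334 and 0.421 without thinning. Along the axis in IR, the log2 of the last over the first bin was -4.01 for Hopx, -2.91 for Gdf10, 0.93 for Ascl1, 2.63 for Ptf1a and -2.01 for NestinCFP. With doublet calls removed it was -6.25 for Hopx, -5.21 for Gdf10 and -1.06 for NestinCFP, and with the first principal component -5.13, -4.26 and -1.62, while Ascl1 and Ptf1a moved by less than the SD between samples. The axis was turned by Hopx, whose sign there is thus given, and no other sign of the mean along it changed, but in IR replicate 2 Ascl1 fell along the axis as reported and rose with both alternatives. That of Hopx with Ascl1 changed over gliogenic and neurogenic NEPs only, and has no test. Both NestinCFP-enriched clusters passed without NestinCFP in the clustering. The cause was not tested. Among the NEP classes, depth limits the neurogenic NEPs of IR replicate 2 most, with 34 cells and 48150 UMIs.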

Differences from the paper's values

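Tests in this part that were chosen after the results were seen are the clustering by plain excess, the wider Bg-like class and the sizes of classes with doublet calls removed. The paper gives 1376 IR NEPs in its text, and the 2021 here lie within the rule's 1.5-fold of it, but the legend of Fig. 1 gives the paper's 1276 IR NEPs, against 2021 here, and 15 neighbors, 2000 clustering genes and the clustering without genes called different (1984, 2023 and 2015) stayed apart from it. For Bg-like NEPs in nonIR the paper has about 470 in Fig. 1L, read by eye, against 175 cells here. With 2000 clustering genes the value of 665 lies within the rule's 1.5-fold of the paper's, but 15 neighbors (217) and the clustering without called genes (176) do not come as near. For IR the paper has about 420 in Fig. 1L, read by eye, against 182 here, and 15 neighbors (318) and 2000 clustering genes (514) come within that fold, while the clustering without called genes (183) stays apart. Astrocyte-like NEPs number about 87 in nonIR and about 27 in IR in the paper's Fig. 1L, read by eye, against 476 and 357 here. The values were 344 and 186 with 15 neighbors, 0 and 0 with 2000 clustering genes and 470 and 309 without called genes, all apart from the paper's. The wider Bg-like class, chosen after the values were seen, gives 608 and 512 Bg-like NEPs in nonIR and IR, both within the fold, and 43 and 27 astrocyte-like NEPs, of which the IR value is within it, and edgeR called 0 genes in it, as in the reported class. Looked at after as well, the clustering with doublet calls removed gives 429 and 369 Bg-like NEPs, within the fold, and 40 and 23 astrocyte-like NEPs, with IR within it, and plain excess gives 622 and 446 Bg-like NEPs, within the fold, but forms no astrocyte-like or neurogenic class. Neural progenitor NEPs in IR number about 820 in the paper's Fig. 1L, read by eye, against 1351 here and 1374, 1446 and 1422 under the first 3 alternatives, all apart, as are 1331 with doublet calls removed and 1525 with plain excess.

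Log2 fold changes of IR over nonIR in Table S7 come from a test that took cells as replicates, whereas here the samples are the replicates. In N6, Sox2 has the paper's 1.64 and 0.83 here, and without IR replicate 1 the value (1.39) falls within the error of the paper's, while 10 alternatives stay apart. Igfbp5 has the paper's -3.66 and -1.52 here, with -3.63 without IR replicate 1 and -3.75 with 15 neighbors within the error and 7 alternatives apart. Lxn has the paper's 1.37 and 0.66 here, with 1.18 without nonIR replicate 1 within the error and 10 apart. For Tubb3 (the paper's -1.52 and -0.20 here), Rps3a1 (the paper's 0.90 and 0.16 here), Igfbpl1 (the paper's -0.84 and 0.0195 here) and Lhx5 (the paper's -2.21 and -1.06 here) every alternative set before the data were examined stays apart. So it does for Neurod2 (the paper's -2.35 and -1.21 here), Ubxn2a (the paper's -3.77 and -0.50 here) and Tfap2a (the paper's -1.03 and -0.0664 here). In N1, Fabp7 has the paper's 0.37 and 0.12 here, and all 11 alternatives fall within the error, at 0.06 to 0.48. Tubb3 has the paper's -0.24 and -0.73 here, with DESeq2 (-0.76), without IR replicate 2 (-0.61), doublet calls removed (-0.42) and 15 neighbors (-0.65) within the error and 7 alternatives apart.

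Table S2 compares N6 with N1 over cells, no alternative was run for it, and the groups of cells are unlike, since the Bg-like class here is smaller than the paper's N1, as given above. The log2 ratios that lie apart from the paper's are, for Nes the paper's -0.84 and -1.55 here, Hopx the paper's -4.90 and -5.77 here, Slc1a3 the paper's -3.24 and -4.18 here, Fabp7 the paper's -2.44 and -3.43 here and Sparcl1 the paper's -2.34 and -3.55 here. Higher in neurogenic NEPs were Ascl1 the paper's 3.81 and 2.50 here, Ptf1a the paper's 3.06 and 2.50 here, Top2a the paper's 0.70 and 2.51 here, Pax2 the paper's 2.00 and 3.62 here and Igfbpl1 the paper's 1.56 and 3.00 here. Tcf4, Neurod2 and Tfap2a had the paper's 0.68, 1.84 and 3.34, against 1.28, 3.49 and 4.57 here. All of these have the paper's sign.

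For co-detection with Ascl1 (Table S8), where both values treat cells alike, a log2 ratio counts as apart if its sign differs or the gap is over the SD between samples (or 1/2 of the interval where a sample has no cell with both). By this rule 45 of 151 values of Table S8 lie apart, and 148 have the paper's sign. For the genes that the paper names, 12 of 50 values are apart, for Ptf1a in nonIR the paper's 2.15 and 2.27 here, Ptf1a in IR the paper's 2.56 and 2.83 here, Nphs1 in IR the paper's 0.36 and 0.96 here, Ephb3 in nonIR the paper's 1.39 and 1.52 here, Otud1 in nonIR the paper's 0.44 and 0.85 here and Ccdc39 in nonIR the paper's -0.00319 and 0.15 here. Also apart are Rorb in nonIR the paper's 0.91 and 1.11 here and Fam110b in IR the paper's 1.54 and 1.71 here. Thinning the cells, the alternative run for these, left all 8 apart. It gave no value for the last 4 pairs, which are Cmtr2 in nonIR the paper's 1.46 and 1.29 here, Otud1 in IR the paper's 1.71 and 1.94 here, Pde4d in nonIR the paper's -0.0534 and 0.22 here and Zfp229 in nonIR the paper's -0.13 and 0.19 here.

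Beyond these values, some statements of the paper differ from the results here. The paper lists Ascl1, Fabp7, Tubb3 and Igfbp5 among genes changed in IR N6 cells, from a test over cells. edgeR over samples and without the block called none of them, also at the paper's threshold (131 genes had an unadjusted p under 0.05, and DESeq2 called 1 gene in the class). With the block, edgeR called 14 genes in the class, and the paper's threshold was not applied to that fit. Fabp7 and Igfbp5 were called without nonIR replicate 1 (adjusted p = 2.51e-06 and 0.000373, over ranges of 2.51e-06 to 1.00 and 0.000373 to 1.00), as were Lhx5 and Neurod2 (0.0424 and 0.0122, over ranges of 0.0424 to 1.00 and 0.0122 to 1.00). Sparcl1 was called with the block and without nonIR replicate 1 (over a range of 0.0185 to 1.00), and no setting called Ascl1 or Tubb3 at an adjusted p under 0.05. At the paper's threshold, leaving out nonIR replicate 1 also called Ascl1 (adjusted p = 0.0597, log2 fold change 1.26), and leaving out nonIR replicate 2 called Sparcl1 (0.0831). Of the 62 genes with a q under 0.1 for N6 in Table S7, 59 were compared, and 58 have the paper's direction here. Of the 729 such genes for N1, in a table that holds only part of the genes, 434 were compared and 428 have it. Table S7 gives Ascl1 in N6 a q over the limit that the paper's figure applies. In IR replicate 2, Ascl1 in neurogenic NEPs was below both nonIR samples, at 262 TMM-normalized CPM.

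The paper describes Nes-Cfp as kept at a high level along its pseudotime, and NestinCFP was lower in the last than in the first bin of the axis here, in both IR samples (log2 ratio -2.01), although it was -1.06 with doublet calls removed and -1.62 with the first principal component, and stayed at 1484 and 1674 CPM in the last bin. Of the clusters that the paper lists as Cfp-enriched, the astroglia-like and VZ progenitor-like ones passed here, and the oligodendrocyte progenitor-like, ependymal-like and endothelial-like ones did not pass or had too few cells, at a fold over 2 in each sample, which the paper does not ask of these minor clusters. The ependymal-like folds, 4.23 and 3.02 in nonIR and 1.43 and 2.00 in IR, run the paper's way. The paper describes Pax2 as absent at high levels from its data, and 9.20% of neurogenic NEPs held a Pax2 UMI at equal depth here, a value that sets no level as high. For N2 to N5 the paper names regulation of the cell cycle among the terms raised in IR, whereas the G1/S and G2/M lists were not called here with all samples, and G1/S genes were called without nonIR replicate 2 and without IR replicate 1. The paper finds Tubb3 enriched in N2 to N5, and as class means it was higher in neurogenic NEPs (939.9 CPM) than in neural progenitors (743 CPM) here, although the granule cell-like subcluster among the latter held 1930 CPM. Rbfox3, which the paper also names, was highest in neural progenitors at 246 CPM. The NEPs given by condition in the paper's text do not add up to its total, and those in the legend of Fig. 1 differ from those in the text.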

Other observations

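Of the tests reported in this part, those of fewer mitochondria and of free NestinCFP RNA, and its repeat in each microglia-like cluster, were chosen after the results were seen. edgeR called 0 of 13410 genes in all NEPs, 0 of 15648 in the granule cell lineage and 0 of 16655 in all cells between IR and nonIR. At an unadjusted p under 0.05 there were 453, 557 and 476 genes, where chance alone gives 670, 782 and 833. With the replicate as a block there were 1001, 1095 and 1117, above the chance number in each. DESeq2 called 24, 34 and 39 genes and the replicate block 12 in each, of which 9, 9 and 9 were shared and 6, 6 and 5 of these are mitochondrially encoded.

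Mitochondrially encoded RNA was lower in both IR samples in the NEP classes, the granule cell lineage and oligodendrocyte progenitor-like, microglia-like and oligodendrocyte-like cells, but not in Purkinje cell-like cells, where nonIR replicate 1 (2 cells, 3 mitochondrial UMIs) was at 0.0329% and the IR samples at 0.0461% and 0.16%. For free mitochondrial RNA added alike to every nonIR cell, a log-log slope of mitochondrial on other UMIs over bins of depth under 0.5 was predicted. The slope was 0.83 and 0.94 in the nonIR samples. This cannot decide the question, because depth may vary with how well the RNA of a cell was captured. Free RNA would then grow with depth as well. Fewer mitochondria in IR cells, with nuclear and mitochondrial genes falling together, are argued against by a median log2 fold change of 0.33 of the nuclear-encoded oxidative phosphorylation genes in the granule cell lineage. A difference between whole libraries in how much mitochondrial RNA was captured may account for the pattern, since the log2 fold of the mitochondrial share in oligodendrocyte progenitor-like, microglia-like and oligodendrocyte-like cells lay within 0.98 of that in the granule cell lineage (-2.96 and -3.09 in replicates 1 and 2), narrowly inside the bound of 1. Neurogenic and astrocyte-like NEPs of replicate 2, at -1.55 and -1.95, lay further away than that bound. An effect of irradiation on mitochondrial RNA in every cell type stays open and untested.

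NestinCFP UMIs in granule lineage cells decide which of these cells count as NEPs. Free NestinCFP RNA is a candidate explanation, since the share of granule lineage cells with such a UMI lay within the interval of the microglia-like cells, and of each of their 2 clusters, in 4 of 4 samples at equal depth, although the intervals are wide and the granule lineage held more NestinCFP CPM than the microglia cluster alone in 3 of 4 samples at full depth. Whether the UMIs fall on granule lineage cells at random cannot be told apart, because cells with a NestinCFP UMI held 1.93 and 1.80 times the astroglial UMIs of cells without one in the nonIR and 2.30 times in IR replicate 2, but 1.09 times in IR replicate 1. Doublets with a NestinCFP-expressing cell cannot be told apart either. Doublet calls were 2.55, 3.17 and 2.99 times as frequent in cells with a UMI, but 1.72 times in IR replicate 1. The last is under the bound of 2 that was set for doublets. The calls reach only part of the simulated doublets, so the ratio that doublets would give is not known. Granule lineage cells that recently came from NEPs, which the paper proposes, stay open and untested.

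Gene lists not given above are listed here with camera's adjusted p, the share of members on the side of the test and their median log2 fold change. No list passed camera with an estimated correlation in any class, where the adjusted p was 0.34 to 0.974 over all lists and classes. In Bg-like NEPs, camera with its preset correlation called ribosomal proteins (67 of 80 higher, median 0.30, adjusted p = 0.000308) and mitochondrially encoded genes (6 of 6 lower, median -2.34, adjusted p = 7.25e-24). It did not call the other lists, with 0.483 for G1/S genes, 0.211 for G2/M genes, 0.14 for neuronal differentiation, 0.14 for astroglial genes, 0.227 for the Bergmann glia lineage, 0.548 for the proneural program, 0.777 for GCP and Sonic hedgehog targets, 0.834 for the Notch pathway, 0.769 for immediate early genes and 0.777 for reactive gliosis. In neurogenic NEPs it called ribosomal proteins (71 of 80 higher, median 0.36, adjusted p = 1.07e-07), nuclear-encoded oxidative phosphorylation (56 of 73 higher, median 0.20, adjusted p = 0.000727) and mitochondrially encoded genes (6 of 6 lower, median -2.22, adjusted p = 8.68e-15). It also called p53 targets (3 of 4 higher, median 0.71, adjusted p = 0.025), the GABAergic lineage (7 of 7 lower, median -0.86, adjusted p = 0.000858) and reactive gliosis (2 of 3 higher, median 0.77, adjusted p = 0.041). Not called there were 0.832 for G1/S genes, 0.944 for G2/M genes, 0.944 for GCP and Sonic hedgehog targets and 0.195 for immediate early genes. In neural progenitor NEPs it called mitochondrially encoded genes (9 of 9 lower, median -2.57, adjusted p = 6.52e-33). Not called were 0.0636 for antioxidant genes, 0.493 for p53 targets, 0.0817 for the Bergmann glia lineage, 0.791 for GCP and Sonic hedgehog targets, 0.793 for the Notch pathway, 0.896 for immediate early genes, 0.737 for reactive gliosis, 0.19 for interferon genes and 0.137 for hemoglobin.

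In all NEPs camera called ribosomal proteins (85 of 93 higher, median 0.41, adjusted p = 3.97e-10), oxidative phosphorylation (72 of 74 higher, median 0.30, adjusted p = 1.99e-11), mitochondrially encoded genes (9 of 9 lower, median -2.43, adjusted p = 1.78e-33) and antioxidant genes (23 of 30 higher, median 0.25, adjusted p = 0.00682). Lower lists were neuronal differentiation (15 of 25 lower, median -0.03, adjusted p = 0.0329), astroglial genes (22 of 27 lower, median -0.33, adjusted p = 4.55e-06), the proneural program (16 of 23 lower, median -0.28, adjusted p = 0.000841) and the GABAergic lineage (7 of 7 lower, median -1.56, adjusted p = 8.76e-13). Microglial and oligodendrocyte genes were lower as well, with the former (3 of 3 lower, median -1.23, adjusted p = 0.00187) and the latter (9 of 10 lower, median -0.79, adjusted p = 0.00052). Not called in all NEPs were 0.12 for p53 targets, 0.089 for G1/S genes, 0.176 for G2/M genes, 0.669 for the Bergmann glia lineage, 0.754 for GCP and Sonic hedgehog targets, 0.157 for the Notch pathway, 0.802 for immediate early genes, 0.248 for reactive gliosis, 0.273 for interferon genes, 0.157 for hemoglobin and 0.533 for vascular genes. In the granule cell lineage camera called ribosomal proteins (88 of 96 higher, median 0.40, adjusted p = 2.49e-08), oxidative phosphorylation (70 of 74 higher, median 0.33, adjusted p = 6.55e-12), mitochondrially encoded genes (11 of 11 lower, median -3.17, adjusted p = 1.14e-30) and antioxidant genes (24 of 29 higher, median 0.24, adjusted p = 0.0149). It called as lower astroglial genes (19 of 27 lower, median -0.50, adjusted p = 0.00252), the proneural program (15 of 21 lower, median -0.33, adjusted p = 0.00256), the GABAergic lineage (8 of 8 lower, median -1.51, adjusted p = 8.92e-12), microglial genes (6 of 7 lower, median -1.22, adjusted p = 0.0044) and oligodendrocyte genes (9 of 10 lower, adjusted p = 0.000829). Not called there were 0.471 for p53 targets, 0.488 for G1/S genes, 0.971 for G2/M genes, 0.19 for neuronal differentiation, 0.488 for the Bergmann glia lineage, 0.802 for GCP and Sonic hedgehog targets, 0.971 for the Notch pathway, 0.918 for immediate early genes, 0.471 for reactive gliosis, 0.115 for interferon genes, 0.109 for hemoglobin and 0.918 for vascular genes. Adjusted over the list alone, 6 of 6, 6 of 6, 8 of 9, 8 of 9 and 10 of 11 mitochondrially encoded genes were lower in Bg-like, neurogenic and neural progenitor NEPs, all NEPs and the granule cell lineage, and 5 and 4 genes of the GABAergic lineage were lower in the last 2 of these.

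Ribosomal proteins rest on IR replicate 2, since without it the median log2 fold change was -0.09 in Bg-like NEPs, 0.07 in neurogenic NEPs, -0.02 in all NEPs and 0.04 in the granule cell lineage, and camera did not call the list (adjusted p = 0.23, 0.395, 0.571 and 0.875). Without nonIR replicate 2, camera no longer called oligodendrocyte genes in neural progenitor NEPs, all NEPs and the granule cell lineage (adjusted p = 0.677, 0.928 and 0.898), nor microglial genes in the granule cell lineage (0.57). Mitochondrially encoded genes were called as lower in all 5 classes with each sample left out. Immediate early genes were not called with all samples, but were called higher without nonIR replicate 2 and lower without nonIR replicate 1 in all 5 classes. They were also called higher without IR replicate 1 in all classes but Bg-like NEPs, and lower without IR replicate 2 in neural progenitor NEPs, all NEPs and the granule cell lineage, so that the direction followed the samples kept. The test and the members of a list differed in sign for immediate early genes in Bg-like and neural progenitor NEPs and all NEPs (test higher, medians -0.27, -0.19 and -0.24). For GCP and Sonic hedgehog targets the test was lower and the median above 0 in Bg-like (0.01) and neurogenic NEPs (0.13), and for the Notch pathway in neural progenitor NEPs the test and median were lower and the mean was 0.05.

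Other calls of camera also ended when a sample was left out, which in Bg-like NEPs held for ribosomal proteins without nonIR replicate 2 (0.0895), with the adjusted p in brackets. For neurogenic NEPs these were oxidative phosphorylation without nonIR replicate 2 (0.483) and IR replicate 2 (0.082), p53 targets without nonIR replicate 1 (0.12), nonIR replicate 2 (0.195), IR replicate 1 (0.447) and IR replicate 2 (0.479), the GABAergic lineage without nonIR replicate 2 (0.195), reactive gliosis without nonIR replicate 2 (0.358) and IR replicate 2 (0.495). Calls lost in neural progenitor NEPs were those of astroglial genes without nonIR replicate 2 (0.655) and IR replicate 1 (0.542). All NEPs lost antioxidant genes without nonIR replicate 2 (0.436) and IR replicate 2 (0.109), neuronal differentiation without nonIR replicate 1 (0.108), nonIR replicate 2 (0.265) and IR replicate 1 (0.556), astroglial genes without nonIR replicate 1 (0.134), the proneural program without IR replicate 2 (0.614), oligodendrocyte genes without IR replicate 1 (0.0645). The granule cell lineage lost antioxidant genes without nonIR replicate 2 (0.169) and IR replicate 1 (0.0583), astroglial genes without nonIR replicate 2 (0.341) and IR replicate 1 (0.262), the proneural program without nonIR replicate 2 (0.283), oligodendrocyte genes without IR replicate 1 (0.0596).

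Lists not called with all samples were at times called without a sample, in Bg-like NEPs neuronal differentiation without nonIR replicate 2 (lower, 0.000874) and IR replicate 1 (lower, 0.0241), the Bergmann glia lineage without nonIR replicate 2 (higher, 0.0304). Among neurogenic NEPs there was a call for G2/M genes without nonIR replicate 2 (lower, 0.024). Neural progenitor NEPs gained antioxidant genes without nonIR replicate 1 (higher, 0.0383), the Bergmann glia lineage without nonIR replicate 2 (higher, 0.00877), interferon genes without nonIR replicate 1 (lower, 0.00267) and IR replicate 1 (lower, 0.0127), hemoglobin without nonIR replicate 1 (higher, 0.0153) and IR replicate 2 (higher, 1.35e-05). All NEPs gained p53 targets without nonIR replicate 2 (higher, 0.0223) and IR replicate 1 (higher, 0.0379), G1/S genes without nonIR replicate 2 (higher, 0.0133) and IR replicate 1 (higher, 0.00209), reactive gliosis without nonIR replicate 2 (lower, 0.0478), interferon genes without nonIR replicate 1 (lower, 0.000439) and IR replicate 1 (lower, 0.0446), hemoglobin without nonIR replicate 1 (higher, 0.00234) and IR replicate 2 (higher, 0.000278), vascular genes without nonIR replicate 2 (higher, 0.000541). The granule cell lineage gained neuronal differentiation without IR replicate 2 (lower, 0.00038), the Bergmann glia lineage without nonIR replicate 2 (higher, 0.00367), interferon genes without nonIR replicate 1 (lower, 0.0014) and IR replicate 1 (lower, 0.0345), hemoglobin without nonIR replicate 1 (higher, 0.0152) and IR replicate 2 (higher, 0.00018), vascular genes without nonIR replicate 1 (lower, 0.00504), nonIR replicate 2 (higher, 0.0341) and IR replicate 2 (lower, 0.0175). A lone sample stands for its condition in each of these fits, and the cause was not tested.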
